# The transcription factor Prox1 is essential for satellite cell differentiation and muscle fibre-type regulation

**DOI:** 10.1038/ncomms13124

**Published:** 2016-10-12

**Authors:** Riikka Kivelä, Ida Salmela, Yen Hoang Nguyen, Tatiana V. Petrova, Heikki A. Koistinen, Zoltan Wiener, Kari Alitalo

## Abstract

The remarkable adaptive and regenerative capacity of skeletal muscle is regulated by several transcription factors and pathways. Here we show that the transcription factor Prox1 is an important regulator of myoblast differentiation and of slow muscle fibre type. In both rodent and human skeletal muscles Prox1 is specifically expressed in slow muscle fibres and in muscle stem cells called satellite cells. Prox1 activates the NFAT signalling pathway and is necessary and sufficient for the maintenance of the gene program of slow muscle fibre type. Using lineage-tracing we show that Prox1-positive satellite cells differentiate into muscle fibres. Furthermore, we provide evidence that Prox1 is a critical transcription factor for the differentiation of myoblasts via bi-directional crosstalk with Notch1. These results identify Prox1 as an essential transcription factor that regulates skeletal muscle phenotype and myoblast differentiation by interacting with the NFAT and Notch pathways.

## Abstract (web summary)

Skeletal muscle has remarkable adaptive and regenerative capacity. Here the authors show that the transcription factor Prox1 is necessary for maintenance of slow muscle fibre types via activation of NFAT signalling, and for myoblast differentiation via cross-talk with the Notch signalling pathway.

Adult skeletal muscles regenerate after damage due to the proliferation and differentiation of muscle resident stem cells called satellite cells (SC). In healthy resting muscle these cells are in a quiescent state, which is characterized by a reversible mitotic arrest and slow metabolic activity indicative of many stem cell populations^1^. In response to muscle injury, SCs can be activated, resulting in proliferation, differentiation and self-renewal^2^. Members of the MyoD family of myogenic regulatory factors (MyoD, Myogenic factor 5 (*Myf5*), Myogenic factor 6/Mrf4 and myogenin) control the formation of skeletal muscle and muscle regeneration in the adult^2^. The paired box factors Pax3 and Pax7 are important upstream regulators of the myogenic regulatory factors in SCs and the differentiation of committed myoblasts require the downregulation of Pax7 (refs 3, 4). However, the molecular mechanisms underlying SC activation and differentiation are not completely understood.

Skeletal muscle fibres can be classified by their contraction speed and their aerobic (oxidative) versus anaerobic (glycolytic) production of ATP^5^. Slow type I fibres express myosin heavy chain I (*Myh7,* MyHC I), use aerobic metabolism, are rich in mitochondria and myoglobin, and have good endurance. In contrast, type IIB fast twitch fibres, which express *Myh4*/MyHC IIB, are primarily anaerobic and glycolytic, contain many glycogen granules, and contract quickly for short-term activity. In addition, the oxidative type IIA (*Myh2*/MyHC IIA) and intermediate type IIX (*Myh1*/MyHC IIX) fast twitch fibres have intermediate contraction properties compared with type I and IIB fibres.

The prospero-related homeobox 1 (Prox1) transcription factor, especially its homeo-prospero domain, is highly conserved among vertebrates^6^,^7^,^8^. Prox1 is essential for the development of several organs; Prox1-deficient mice die before birth due to multiple developmental defects^9^. A role for Prox1 in the development of lymphatic vasculature, liver, pancreas, heart and lens has been shown in previous studies^9^,^10^,^11^,^12^,^13^. Some studies have suggested a role for the Prox1 in skeletal muscle development and fibre type specification^14^,^15^,^16^. In zebrafish, the U-boot (*Ubo*) gene, which regulates slow versus fast fibre differentiation pathways, activates Prox1 in slow myoblasts. This is crucial for the terminal stages of fibre development and for their proper organization in slow fibres^14^. Recently, Petchey *et al*.^16^ demonstrated in mice that Prox1 is required for the repression of fast troponin T3, troponin I2, and myosin light chain 1 in both cardiac and skeletal muscle, indicating conservation of Prox1 function in vertebrates^15^.

Here we assess the role of Prox1 in the regulation of skeletal muscle phenotype and function. We show that Prox1 is expressed in rodent and human slow muscle fibres and in SC. In SC, Prox1 expression is induced on differentiation, and Prox1 silencing results in Notch1 activation and inhibition of myoblast differentiation. Interestingly, Prox1 is also necessary and sufficient for the slow fibre type gene program via regulation of NFAT signalling.

## Results

### Prox1 is expressed in slow muscle fibres and SC

Prox1 expression in skeletal muscle has been reported in zebrafish and mice^14^,^15^,^16^. Our results show that human skeletal muscle fibres express Prox1 and, interestingly, we observed nuclear Prox1 immunostaining only in the nuclei of muscle fibres that express the slow MyHC I in all mouse, rat and human skeletal muscles studied (Fig. 1a,b). The Prox1-positive nuclei were located under the basal lamina, indicating that they were muscle fibre nuclei. Furthermore, Prox1 was not expressed in blood vascular endothelial cells. We compared Prox1 expression in different rat muscles, and observed the highest Prox1 mRNA levels in the soleus muscle (SOL), which predominantly consists of type I slow fibres, followed by the red part of the gastrocnemius muscle (RGA) enriched for type IIA fibres (Fig. 1c). In contrast, Prox1 expression was only marginal in the tibialis anterior (TA) and the white part of the gastrocnemius muscle (WGA), both containing mainly fast IIB fibres. Mouse and rat skeletal muscles contain fewer slow fibres than most human muscles and, in accordance with this, fewer Prox1-positive nuclei were observed in rodent muscles than in human muscles (Fig. 1).

In addition, we observed mononuclear MyHC I-negative cells expressing Prox1 in the skeletal muscle. Staining of rat TA muscle sections for the SC markers Pax3 and Pax7 with Prox1 indicated that these cells have SC identity (Fig. 2a), raising the possibility that Prox1 has a role in the regulation of muscle stem cells as well. We further confirmed our finding in human skeletal muscles, where Pax7 and NCAM (CD56) positive SCs expressed Prox1 (Fig. 2b), with 98% of Pax7+ nuclei being Prox1 positive (81 out of 83 cells) (Fig. 2c).

### Prox1 expression is necessary for the slow muscle phenotype

Since Prox1 was abundantly expressed in slow muscle fibres, we next assessed the function and downstream signalling of Prox1 in skeletal muscles. Adeno-associated viral vector (AAV8) encoding Prox1 was injected into mouse TA muscle, which is composed of fast muscle fibres with very low endogenous Prox1 expression. The contralateral muscle was injected with AAV encoding mCherry reporter protein equipped with a nuclear localization signal. 

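RNA of 3 TA muscles injected with AAV8-Prox1 and 3 TA muscles injected with AAV8-mCherry was measured on genome-wide Illumina Mouse expression arrays, with 1 array per muscle. The paper gives an age of 8 weeks at injection and 4 weeks of expression, and the sample labels give an age of 3 months. The authors processed the arrays in GenomeStudio and Chipster, and the values used here are their quantile-normalized log2 signals, with a median of 6.61 in each array. Most probes lie near a background of 6.54, the most frequent value, and 10667 to 10672 probes per array reached a log2 signal of 7, the level taken here as the limit above background. Of the probes, 34885 carry 1 gene symbol and stand for 19057 genes, and each gene is represented by its probe with the highest mean signal. Groups were compared probe by probe with limma's empirical Bayes test, and p values were adjusted over all probes by the Benjamini-Hochberg method. The number of arrays limits the precision, since an exact permutation test of 3 muscles against 3 cannot give a two-sided p below 0.1. Muscles of 1 group were more alike than muscles of different groups. Over probes above background, the correlation across probes was 0.990 to 0.994 within a group and 0.967 to 0.975 between groups, where probes are not independent replicates. The first principal component, which held 70.8% of the variance, separated the groups. The labels do not say which muscles came from 1 mouse, and no pairing was used. With pairs within mice, fewer rearrangements would be valid, and the smallest exact p would lie above 0.1. Both array probes of Prox1 were at background in all 6 arrays. The first gave a log2 signal of 6.54 ± 0.05 (SD, n = 3) with AAV8-Prox1 and 6.58 ± 0.04 (SD, n = 3) in controls, and the second gave 6.49 ± 0.06 and 6.55 ± 0.06, so the vector's Prox1 was not detectable with these probes.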

Although the overall muscle structure was not affected by Prox1 overexpression, after four weeks we observed occasional cells expressing MyHC I (Fig. 3a), which were not found in the control TA muscles (MyHC I staining in 6.6 % of all fibres and 25.4 % of Prox1 overexpressing fibres).

Prox1 transduction to fast skeletal muscle resulted in the activation of the slow muscle fibre specific gene program involving contractile elements and calcium regulation (Myh7, TnnC1, TnnCI1, Myoz2, Sln), while downregulating fast MyHC genes (*Myh2* and *Myh4*; Fig. 3b). Furthermore, Gene Set Enrichment Analysis (GSEA) from whole-genome microarray analysis revealed a strong induction of soleus/slow fibre-specific genes (Fig. 3c). However, Prox1 targets in skeletal muscle were tissue-specific without significant overlap with genes regulated by Prox1 in colorectal cancer^17^,^18^ (Supplementary Fig. 1a).

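Several genes of the slow contractile apparatus, and the calcium handling genes Sln and Atp2a2, rose in the AAV8-Prox1 muscles, and several genes of the fast contractile apparatus fell. Of 18 measured genes of a slow fibre list, 9 were higher, 1 was lower and 8 did not pass an adjusted p of 0.05 from limma (12 higher and 2 lower when adjusted over the list alone). Tnnc1, which encodes the troponin C of slow fibres, had a log2 signal of 13.89 ± 0.16 (SD, n = 3) with AAV8-Prox1 and 8.40 ± 0.28 (SD, n = 3) in controls, and was thus 44.7-fold higher (log2 fold change 5.48, standard error 0.14, adjusted p = 7.83e-06). Sln, a small protein that inhibits the calcium pump of the sarcoplasmic reticulum, was 39.1-fold higher (log2 fold change 5.29, adjusted p = 9.5e-06). The slow regulatory light chain Myl2 was 13.6-fold higher, slow troponin T (Tnnt1) 7.36-fold, the slow calcium pump Atp2a2 4.85-fold and Myoz2 2.42-fold. Other Atp2a2 probes changed less, with log2 fold changes of 1.32 and 0.17 (adjusted p = 0.0554) for those above background, against 2.28 for the brightest. Myom3, an M-band protein named after its value was seen, was 4.77-fold higher. Myh7, the slow myosin heavy chain, was at background in controls and at 7.16 ± 0.31 (SD, n = 3) with AAV8-Prox1, which is at least 1.12-fold higher and did not pass (adjusted p = 0.0959). Tnni1 passed with both groups under a log2 signal of 7, so no fold is given. Mb, which encodes myoglobin, fell by 0.38 on the log2 scale, and Csrp3 had a log2 fold change of -1.06 (adjusted p = 0.409); both were named after their values were seen.

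Of 17 measured fast fibre genes, 9 were lower, 1 was higher and 7 did not pass, with the same counts when adjusted over the list alone. Of these 7, 4 had a mean log2 signal above 14, near the top of the range of the array, so the missing change does not exclude a fall. The fast calsequestrin Casq1 was 2.80-fold lower, the fast myosin heavy chains Myh1 and Myh4 2.57-fold and 2.06-fold lower, and fast troponin T (Tnnt3) 2.30-fold lower. The exception was Mylk2, a myosin light chain kinase, which was 1.33-fold higher by its brightest probe and was named after its value was seen; a second probe above background had a log2 fold change of 0.07 with overlapping groups (adjusted p = 0.885). Myh2 had no probe with its symbol. Some calls depended on single arrays. Over the 6 fits that leave out 1 array, Tnni1, Mb, Myh4 and Mylk2 each failed in at least 1, Myh7 passed without AAV8-Prox1 replicate 3, and Csrp3 passed as lower without AAV8-Prox1 replicate 2. Both lists moved against all other genes in limma's camera test (adjusted p = 8.34e-09 upward for slow genes and 1.07e-05 downward for fast genes, over 25 lists). With a correlation between genes estimated from the data, neither passed (adjusted p = 0.0953 for each). That setting also leaves camera few degrees of freedom with 6 arrays. The mean shift of the 14 slow genes above background was 1.68 ± 0.15 (SD, n = 3) on the log2 scale. Every AAV8-Prox1 muscle lay above every control muscle (exact permutation test without pairing, two-sided p = 0.1, the smallest possible for 3 against 3). In the same muscles, 18 endothelial marker genes above background had a mean shift of -0.43 ± 0.08 (SD, n = 3), 8 macrophage marker genes one of 0.78 ± 0.12 (SD, n = 3) and 14 fibroblast and matrix genes one of 0.43 ± 0.07 (SD, n = 3). The genes in Fig. 3c are not named in the paper's text, so these lists were written from textbook knowledge, after the values of the Supplementary Dataset had been seen, and are not independent evidence of direction.

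**Figure D1:**
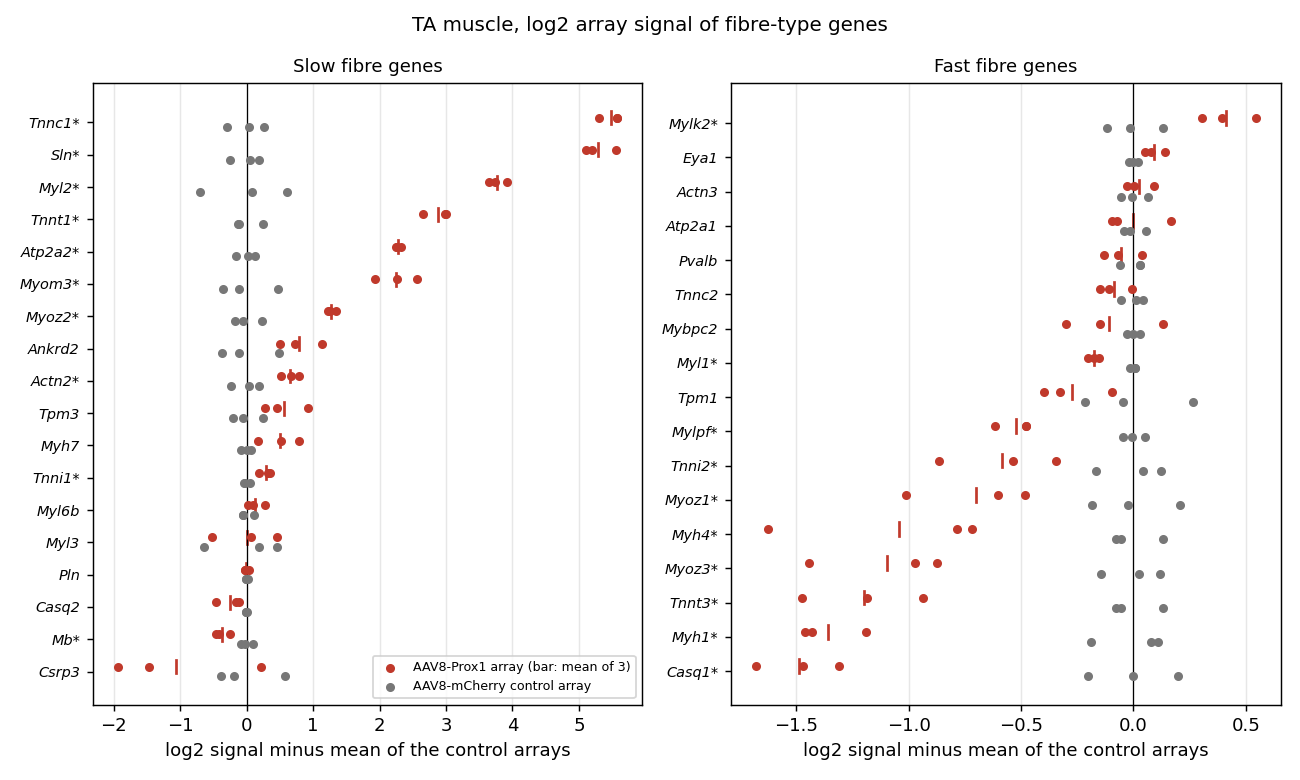
Log2 array signal of slow (left) and fast (right) fibre genes in each muscle, minus the mean of the 3 control muscles. Red points are AAV8-Prox1 muscles with their mean as a bar, grey points are control muscles, and an asterisk marks an adjusted p under 0.05 from limma. Tnnc1 and Sln lie farthest to the right, at 5.48 and 5.29, and Mylk2 is the fast gene that passed above 0.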

To test if Prox1 is necessary for the slow fibre program, we deleted Prox1 in skeletal muscle fibres by administering tamoxifen to HSA-Cre^ERT2^;Prox1^fl/fl^ adult mice (indicated as Prox1Δ in figures). We used the human α-skeletal actin (HSA) promoter-driven Cre-recombinase, which is expressed specifically in skeletal muscle fibres^19^ to delete Prox1 in skeletal muscles (Supplementary Fig. 2a). Prox1 deletion resulted in increased expression of fast MyHC genes and downregulation of typical slow fibre genes in soleus muscle (Fig. 3d). As additional evidence, we deleted Prox1 via injection of AAV8-Cre vector into the soleus muscles of Prox1^fl/fl^ mice. This led to a robust decrease of MyHC I protein level in the soleus muscle after three weeks (Fig. 3e, Supplementary Fig. 6a). Collectively, these results showed that Prox1 expression is necessary and sufficient for the slow muscle fibre gene expression program. Furthermore, Prox1-deficient mice had a significantly impaired exercise capacity, as they ran only half of the distance compared with wild-type littermates in a maximal graded exercise test (Supplementary Fig. 2b). In the gastrocnemius muscles of wild-type mice, the expression of Prox1 was decreased after an acute maximal exercise (Supplementary Fig. 2c).

There is a dramatic change in the expression levels of different MyHCs during the first weeks after birth, which was also detected in our experiments (Supplementary Fig. 2d). Surprisingly, however, Prox1 expression in mouse skeletal muscle remained constant during the first three weeks of postnatal life (Supplementary Fig. 2d), suggesting that Prox1 expression is relatively stable during postnatal muscle growth and development.

### Prox1 activates NFAT signalling *in vivo* and *ex vivo*

Calcineurin/ Ca^2+^-dependent nuclear factor of activated T cells (NFAT) pathway is a key regulator of slow muscle fibre phenotype^20^. 

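Rcan1, an inhibitor of calcineurin that calcineurin itself induces through NFAT, was 2.45-fold higher in AAV8-Prox1 TA muscles than in control muscles. Its log2 signal was 12.00 ± 0.16 (SD, n = 3) with AAV8-Prox1 and 10.71 ± 0.22 (SD, n = 3) in controls (log2 fold change 1.29, standard error 0.12, adjusted p = 0.00109 from limma). A second Rcan1 probe had a log2 fold change of 1.18 (adjusted p = 0.00705) and the third was at background, so that the mean over all 3 probes gave 0.82. Of 20 measured genes of a list of genes induced by calcineurin and NFAT in striated muscle, 7 were higher, 3 were lower and 10 did not pass (8 higher and 4 lower when adjusted over the list alone). The 7 were Rcan1, the slow fibre genes Tnnc1, Tnnt1, Tnni1, Myl2 and Atp2a2, and Nppb. Tnni1 and Nppb passed with both groups under a log2 signal of 7. The 3 lower genes were the glucose transporter Slc2a4, at a log2 fold change of -0.98, the coactivator of mitochondrial genes Ppargc1a, at -0.86, and Mb. Nppb, Slc2a4 and Ppargc1a were named after their values were seen, and Tnni1, Nppb and Mb each failed in at least 1 of the 6 fits that leave out 1 array. The list moved upward in camera's test (adjusted p = 0.017), in preranked gene set enrichment (adjusted p = 0.00154) and in limma's fry (adjusted p = 0.00118), and did not pass with an estimated correlation (adjusted p = 0.192) or, chosen after seeing the data, when tested over probes at a log2 signal of 7 or more in at least 3 arrays (adjusted p = 0.0528). Of its measured members, 7 are also in the slow fibre list. Without them, 13 genes remained, of which 2 were higher and 2 were lower, and the list pointed downward (adjusted p = 0.624 from camera). Only 11 of the 20 measured genes had a mean log2 signal of 7 or more, and most of the removed genes were among these. The higher genes left were Rcan1 and Nppb. The removed genes are also NFAT targets by the list's own definition. With so few genes above background, the shorter list cannot show whether NFAT targets outside the slow fibre genes rose.

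Of 17 measured genes of the calcineurin and NFAT machinery, 2 were higher and 3 were lower, with 12 not passing (2 higher and 4 lower when adjusted over the list alone). The higher genes were Actn2 and the transcription factor Mef2c, at a log2 fold change of 0.27. The lower genes were Stim1 and Orai1, which carry store-operated calcium entry, at log2 fold changes of -0.42 and -0.28, and Nfatc3 at -0.45 (adjusted p = 0.0341). The list pointed downward in camera's test (adjusted p = 0.0458, and 0.248 with an estimated correlation), with an adjusted p of 0.021 to 0.131 over the 6 fits that leave out 1 array. Stim1 passed in all 6 of these fits, and Actn2, Mef2c, Orai1 and Nfatc3 each failed in at least 1. Nfatc1 had a log2 signal of 9.86 ± 0.15 (SD, n = 3) with AAV8-Prox1 and 9.90 ± 0.21 (SD, n = 3) in controls (adjusted p = 0.942), and Nfatc2 was at background in both groups, where 1 of its 7 probes passed upward with both groups under a log2 signal of 7 (adjusted p = 0.0241).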

GSEA analysis of the whole-genome transcriptome from Prox1 overexpressing muscles showed a highly significant induction of the genes that are upregulated by NFAT activity, suggesting that Prox1 exerts its effects via this pathway. Consistently, we found that genes repressed by NFAT signalling were downregulated in muscles with Prox1 overexpression (Fig. 4a). In particular, a significant upregulation of Rcan1, which is specifically increased on activation of calcineurin^21^, was detected in the Prox1 overexpressing TA muscles. 

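The genes of the second heat map in Fig. 4a are not named in the paper's text, and no list of genes repressed by NFAT was tested here. A list of genes of glucose and glycogen metabolism, which is a pathway list and not one of a fibre type, is given in its place. Of its 17 measured genes, 8 were lower, none was higher and 9 did not pass an adjusted p of 0.05 from limma (10 lower and 2 higher when adjusted over the list alone). Fbp2, the gluconeogenic fructose bisphosphatase of muscle, was 2.21-fold lower, with a log2 signal of 8.81 ± 0.28 (SD, n = 3) against 9.95 ± 0.17 (SD, n = 3) in controls (log2 fold change -1.14, standard error 0.14, adjusted p = 0.00365). Phkg1 and Phka1, subunits of the kinase that activates glycogen phosphorylase, were 1.69-fold and 1.48-fold lower, and the phosphorylase Pygm was 1.65-fold lower. The fall was not confined to this pathway. Its median log2 fold change was -0.23, and that of 32 genes of the citrate cycle and fat oxidation, of which 18 were lower, was -0.38. At an unadjusted p under 0.05, 2219 genes of the whole array were higher and 1977 were lower. The list moved downward in camera's test (adjusted p = 2.17e-05), and did not pass with an estimated correlation (adjusted p = 0.0953). From the induction of genes that NFAT activates, the paper proposes that Prox1 acts through the NFAT pathway. Its other evidence includes an NFAT reporter and the location of Nfatc1 in C2C12 cells, and the expression of Nfatc1, Nfatc2 and Nfatc3 in Prox1-deleted soleus. These arrays do not address that evidence.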

A decreased Rcan1 expression trend (*P*=0.07, Student's two-tailed *t*-test) in the Prox1 deficient soleus muscles was also observed (Fig. 4b). In addition, Prox1 repressed the expression of key genes inhibiting NFAT activity, such as the muscle-specific calcineurin inhibitor myospryn/*Cmya5* (ref. 22) (log2 FC −0.33, false discovery rate (FDR)=0.007) and calsarcin-2/*Myoz1*^23^ (log2 FC −0.70, FDR=0.03). On the other hand, the expression of α-actinin-2, which competes with calcineurin for binding to calsarcin-2 (ref. 24) and thus functions as a positive regulator of NFAT, was significantly increased (log2 FC 0.66, FDR=0.01). 

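The probes of Cmya5 differed in their change. The brightest, ILMN_2677339, had a log2 signal of 14.31 ± 0.08 (SD, n = 3) with AAV8-Prox1 and 14.33 ± 0.04 (SD, n = 3) in controls (log2 fold change -0.02, standard error 0.05, adjusted p = 0.912 from limma). The second, ILMN_2706640, had 12.53 ± 0.05 and 12.86 ± 0.07 (SD, n = 3 each), and fell by 0.33 on the log2 scale (standard error 0.05, adjusted p = 0.0073), with every AAV8-Prox1 muscle below every control muscle. The third was at background in both groups. Myoz1, which has 1 probe, was 1.62-fold lower, with a log2 signal of 11.34 ± 0.28 (SD, n = 3) against 12.04 ± 0.20 (SD, n = 3) in controls (log2 fold change -0.70, standard error 0.15, adjusted p = 0.0329). Of 14 measured genes of a list of calcineurin and NFAT inhibitors, 2 were higher, 2 were lower and 10 did not pass (3 higher and 2 lower when adjusted over the list alone). The lower genes were Myoz1 and Myoz3, another calsarcin of fast fibres, at a log2 fold change of -1.10. The higher genes were Myoz2, the calsarcin of slow fibres, and Rcan1. The list as a whole did not pass camera's test (adjusted p = 0.918, and the same with an estimated correlation). Myoz1 no longer passed with the replicate number as a block (adjusted p = 0.0668), nor without AAV8-Prox1 replicate 1 (0.0708), control replicate 1 (0.0885) or control replicate 3 (0.0972), at log2 fold changes of -0.54 to -0.81 over the 6 fits that leave out 1 array.

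**Figure D2:**
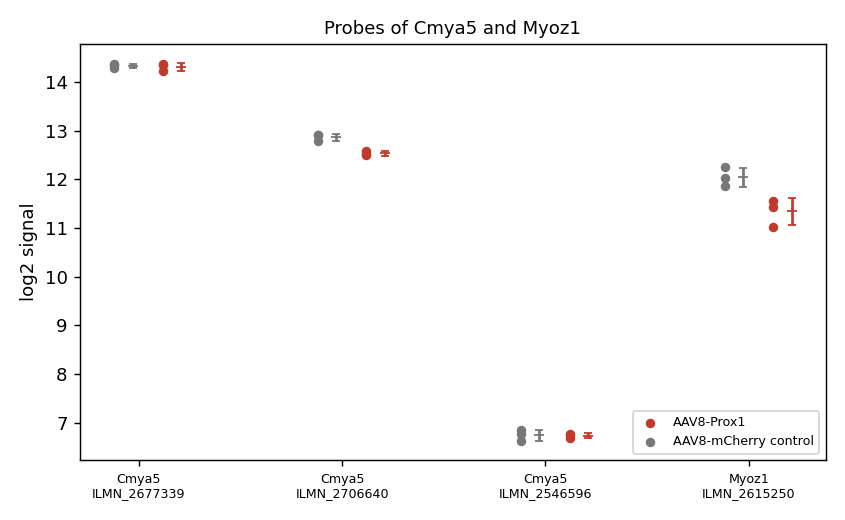
Log2 signal of the 3 probes of Cmya5 and the probe of Myoz1 in each muscle. Grey points are control muscles and red points AAV8-Prox1 muscles, with the mean and SD of 3 muscles beside them. The groups overlap for the brightest Cmya5 probe, near 14.3, and lie apart for the second, at 12.53 and 12.86.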

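Actn2, which encodes α-actinin-2, had a log2 signal of 14.49 ± 0.13 (SD, n = 3) with AAV8-Prox1 and 13.83 ± 0.22 (SD, n = 3) in controls, and was thus 1.58-fold higher (standard error 0.11 on the log2 scale, adjusted p = 0.014 from limma). A second, equally bright probe had 14.25 ± 0.08 and 13.84 ± 0.15 (SD, n = 3 each), a log2 fold change of 0.42 (adjusted p = 0.0224). Both probes lie near the top of the range of the array, so the size of the change is uncertain. The third, dimmer probe had a log2 fold change of 0.47 with overlapping groups (adjusted p = 0.531). In the mean over the 3 probes the change was 0.52 and did not pass (adjusted p = 0.0792), nor did the brightest probe without AAV8-Prox1 replicate 2 (adjusted p = 0.0566).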

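Of 19057 genes on the array, 997 were higher and 802 were lower in AAV8-Prox1 muscles at an adjusted p under 0.05 from limma. Each gene was called by its brightest probe alone. Of these 1799 genes, 1636 had a mean signal above background. Several probes above background were present for 1946 genes. The probes disagreed on the call for 485 genes, and for 5 genes the called probes went opposite ways. In all 1799 every muscle of 1 group lay above every muscle of the other, as did 4440 genes in all, where chance gives 10%. At an adjusted p under 0.001, 139 genes were higher and 59 were lower. Log2 fold changes were mostly small, with 631 of the 1799 genes at 0.5 or more in either direction, and 76 higher and 48 lower by at least 1. After Tnnc1, Sln and Myl2, the genes with the highest log2 fold changes were Ankrd1, a titin-associated protein of stressed muscle, at 3.34, and the dual-specificity phosphatase Dupd1 at 3.14 (standard error 0.07, adjusted p = 3.71e-06). Dupd1 had a log2 signal of 11.51 ± 0.05 (SD, n = 3) against 8.37 ± 0.13 (SD, n = 3) in controls. They were followed by Tnnt1, by the small GTPase Rab15 at 2.69, by the adhesion molecule Ncam1 at 2.42, by Atp2a2 and by Tmem53 at 2.26. The genes with the lowest values were G0s2, which inhibits the lipase that starts triglyceride breakdown, at -2.38, and the voltage-gated potassium channel Kcnc4 at -2.19 (standard error 0.09, adjusted p = 5.25e-05). Kcnc4 had a log2 signal of 10.93 ± 0.17 (SD, n = 3) against 13.13 ± 0.13 (SD, n = 3) in controls. Next were 6430571L13Rik at -1.98, the cytokine signalling inhibitor Cish at -1.93, Lrtm1 at -1.83, the carbonic anhydrase Car14 at -1.62, the muscle chaperone Itgb1bp2 at -1.58, the lipid enzyme Pnpla3 at -1.55, Casq1 at -1.49, and Fndc5, the precursor of irisin, at -1.48. The count at 0.001 varied widely between settings. It was 607 with a trend and robust estimation and 12 with the replicate number as a block, and 35 to 95 when any 1 of the 6 arrays was left out.

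**Figure D3:**
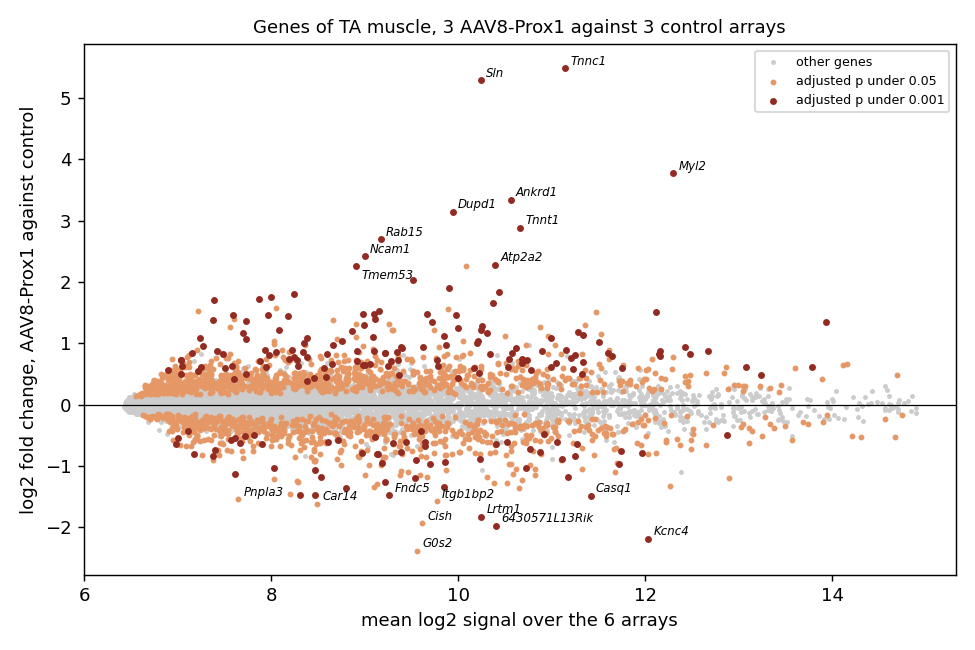
Log2 fold change between AAV8-Prox1 and control muscles against the mean log2 signal over the 6 arrays, with 1 point per gene. Colours mark adjusted p values from limma, under 0.001 in dark red and from there to 0.05 in orange, and the 10 highest and 10 lowest genes are named. Tnnc1 and Sln lie above 5 and G0s2 and Kcnc4 below -2.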

The genes with the most significantly changed expression (FDR<0.001) in AAV-Prox1-treated muscles are listed in Supplementary Dataset.

To test whether Prox1 regulates NFAT activity, we transduced C2C12 myoblasts with a retroviral Prox1 expression vector and subsequently the cells were transfected with an NFAT-luciferase reporter. Prox1-increased luciferase activity in C2C12 cells, indicating that it activates NFAT signalling in myoblasts (Fig. 4c). Immunostaining showed that Prox1 induces nuclear translocation of Nfatc1, reflecting its activation (Fig. 4d). Consistent with this finding, western blotting demonstrated increased cytoplasmic Nfatc1 in Prox1 silenced cells when compared with controls, indicating reduced nuclear translocation of Nfatc1 (Supplementary Figs 3 and 6b). Furthermore, the expression levels of Nfatc1, Nfatc2 and Nfatc3 were downregulated in Prox1 deleted soleus muscles (Fig. 4e). We conclude that Prox1 is involved in the activation of the NFAT pathway and several of its downstream genes in skeletal muscle.

### The Prox1-positive SCs act as stem cells after muscle injury

Since Prox1 was detected in SC in addition to mature slow muscle fibres, we set out to assess the importance of Prox1 in SC proliferation and differentiation. First, to test the stem cell properties of the Prox1-positive mononuclear cells in skeletal muscle, we used a lineage tracing approach in Prox1-Cre^ERT2^; Rosa26TdTomato^fl/STOP/fl^ mice. In this model, a single tamoxifen injection induces Cre activity and results in the removal of a transcriptional stop cassette in front of the tdTomato reporter coding sequence, thus leading to the expression of the red fluorescent protein exclusively in the Prox1-positive cells and their progenies. Cardiotoxin was injected into the TA muscles to induce muscle injury. As the mouse TA does not contain slow fibres, the Prox1-positive cells in this muscle are SC or lymphatic endothelial cells. After 1 and 4 days, we detected a marked inflammation and degenerating muscle fibres (Fig. 5a). At day 4, the number of TdTomato-positive mononuclear cells was increased in the damaged area, and some of these cells were positive for the proliferation marker Ki67 (Supplementary Fig. 4). At day 22, the cardiotoxin-treated muscles had regenerated and several fibres expressed red fluorescence, demonstrating that they originated from Prox1-positive SCs (Fig. 5b). However, the nuclei of these fibres became Prox1 negative and they did not stain for MyHC I, indicating that they had acquired the fast fibre phenotype typical for TA muscle (Fig. 5c). Muscle fibres with red fluorescence were not found in any of the PBS injected muscles. To increase the labelling efficiency, we injected tamoxifen twice before CTX, which resulted in tdTomato labelling of most of the regenerated fibres three weeks after injury (Fig. 5d). Altogether, these data show that Prox1-positive SCs display stem cell behaviour under regenerative conditions.

### Prox1 is critical for myoblast differentiation

To further test the role of Prox1 in SCs, we studied the mouse C2C12 myoblast cell line and primary human myoblasts. These cells can differentiate into myotubes with multiple nuclei, thus displaying stem cell features. Prox1 expression was strongly increased during mouse and human myoblast differentiation both at the mRNA and protein level (Fig. 6a,b). Silencing Prox1 by lentiviral shRNA significantly affected the expression of Myod1 and Myf5 in undifferentiated and differentiated human myoblasts (Fig. 6c,d) as well as in C2C12 cells (Fig. 6e,f). This resulted in a dysregulated differentiation of the myoblasts, evidenced by the lack of myosin-positive multinucleated myotubes (Fig. 6g). In addition, we found that CyclinD1 (Ccnd1) mRNA level and the proliferation of Prox1 silenced cells were significantly elevated (EdU positive C2C12 cells after 4 h: shProx1 47.5±1.2 % versus shScr 37.8±0.6 %, *P*<0.001, Student's two-tailed *t*-test), (Fig. 6d–f).

### Bidirectional regulation between Prox1 and Notch1

Notch signalling activity is crucial in maintaining SC quiescence and preventing premature muscle differentiation^25^,^26^,^27^. Since our results showed that Prox1 is needed for the differentiation of myoblasts that have stem cell features, we studied if Prox1 modulates Notch signalling. We first tested if Prox1 regulates Notch signalling activity in C2C12 cells transfected with a CSL-luciferase reporter (for monitoring general Notch activity) or Notch1-specific luciferase reporter. Prox1 silencing significantly increased Notch activity in both assays, indicating that Prox1 represses Notch1 signalling (Fig. 7a). To test the functional domains of Prox1 that are needed for repression of Notch signalling, we transduced myoblasts with lentiviral constructs for wild-type Prox1 or the N-terminal domain of Prox1 lacking the DNA binding domain, and tested their effects on CSL- and Notch-luciferase activities. The results indicated that the N-terminal part of Prox1 was sufficient to suppress Notch1-activity, thus direct interaction with DNA was not required (Fig. 7b). Similar results were also obtained with transient transfection of these constructs (Supplementary Fig. 5a). We then investigated if this regulation occurs *in vivo* in skeletal muscle. Prox1 overexpression in mouse skeletal muscle resulted in significant downregulation of several Notch signalling-related genes (Fig. 7c).

Notch and its downstream effectors Hey1 and Hey2 were shown to regulate Prox1 in lymphatic endothelial cells^28^. Thus, we next tested if Notch activity regulates Prox1 expression in myoblasts. Human primary myoblasts transduced with Ad-hNotch1 exhibited decreased Prox1 expression, whereas inhibition of Notch signalling by administration of the gamma-secretase/Notch cleavage inhibitor DAPT tended to increase Prox1 expression (Fig. 7d and Supplementary Fig. 5b). Notch1 also increased CyclinD1 and decreased MyoD1 expression, which are needed to sustain cells in proliferating and undifferentiated state, respectively. To test if Prox1 expression is regulated by canonical Notch signalling, we silenced both Hey1 and Hey2 in human myoblasts, and found that this abolished the Notch1-induced decrease of Prox1 expression (Fig. 7e). These data suggest that high Notch activity in quiescent and proliferating SCs inhibits Prox1 expression, and that during differentiation, when Notch activity decreases, Prox1 expression is induced. Collectively, these results identify Prox1 as an essential transcription factor required for myoblast differentiation via bidirectional interaction with Notch1.

## Discussion

In this study we identified the transcription factor Prox1 as a critical regulator of SC differentiation and muscle fibre phenotype in rodents and humans. Prox1 was necessary and sufficient for the slow fibre type gene program by regulating NFAT signalling and essential for myoblast differentiation by reciprocal regulation, with Notch, (see the schematic in Fig. 8).

Our results show that Prox1 is expressed only in the nuclei of MyHC I positive slow muscle fibres, but not in the fast muscle fibres. In a recent study, Prox1 was shown to suppress fast fibre genes in the heart and skeletal muscle, but the authors suggested that this occurs in all muscle fibre types^16^. We demonstrate here that Prox1 is able to initiate the slow muscle fibre program when transduced into fast muscles and that Prox1 deletion suppresses slow and induces fast fibre genes. Plasticity for fibre type switch can be activated in adult muscles by the previously identified Mef2, NFAT and myogenin transcription factors, which play a role in the determination of fibre-type characteristics^20^,^29^,^30^. The NFAT pathway, especially Nfatc1, has been demonstrated to be essential for slow fibre-type determination^31^,^32^,^33^. Our whole-genome RNA expression analysis of Prox1 overexpressing muscles indicated NFAT pathway activation, thus accounting for the ability of Prox1 to induce slow muscle fibre genes. Furthermore, Prox1 deletion resulted in decreased expression of Nfatc1–3 in skeletal muscle. Prox1 acts mainly as a transcriptional repressor^34^, which is in line with the observed downregulation of the main inhibitors of NFAT signalling in Prox1 overexpressing muscles. These findings were further substantiated by results from the cultured C2C12 myoblasts, where Prox1-induced Nfatc1 nuclear translocation and NFAT transcriptional activation. In line with our results, Prox1 has been shown to be essential for shear stress-induced NFAT activation in lymphatic endothelial cells^35^. Thus, our results provide novel evidence that Prox1 regulates muscle fibre phenotype via NFAT signalling.

In addition to slow muscle fibres, Prox1 is expressed in most, if not all, SCs and its expression is induced during myoblast differentiation. With lineage tracing we obtained evidence that Prox1-positive cells regenerate into muscle fibres after cardiotoxin-induced muscle injury. To reveal the significance of Prox1 in SCs, we silenced Prox1 in human primary myoblasts and in mouse C2C12 myoblasts. This resulted in dysregulated expression of myogenic factors and in complete inhibition of differentiation. Several factors, such as Pax3, Pax7 and MyoD family members, have been shown to be involved in the regulation of SC properties (reviewed in ref. 2). They act in concert at different stages of SC self-renewal and differentiation. Our findings identify Prox1 as a new important regulator of SC differentiation.

Notch signalling is critical for skeletal myogenesis and it has an important role in maintaining the muscle stem cell pool by blocking myogenic differentiation and preventing premature muscle differentiation^25^,^26^,^27^. After muscle injury, SCs start to proliferate and some of them will differentiate into myofibres concomitantly with downregulation of Notch, while others resume a quiescent state^36^. Our results indicate a bidirectional negative regulation between Prox1 and Notch1 in myoblasts and in skeletal muscle, which fits nicely with their sequential expression patterns during the transition from SC quiescence to differentiation. Deletion of the C-terminal DNA binding domain (homeobox and prospero domains) of Prox1 was not sufficient to relieve the Prox1-mediated suppression of Notch1 promoter activity, indicating that Prox1 influences Notch1 as transcriptional co-repressor via (an)other factor(s).

In neuronal progenitor cells, Prox1 has been shown to regulate the Notch1-mediated inhibition of neurogenesis and to directly interact with chromatin at the Notch1 promoter^37^. Similarly to our findings, the DNA binding domain of Prox1 was not needed for the repression of Notch1 activity in neuronal progenitor cells, and the nuclear receptor LHR-1/NR5A2 was identified as a binding partner of Prox1 on the Notch1 promoter. LHR-1/NR5A2 is also expressed in C2C12 cells^38^ and skeletal muscles (unpublished findings of RK and KA), thus it may serve as a binding partner for Prox1 in SC as well. We have recently shown that Prox1 is essential for the expansion of the stem cell pool in intestinal tumours, where its deletion reduced the number of stem cells^17^. Together, our results and previous findings suggest that Prox1 is an important regulator of stem cell behaviour in various tissues.

The present results identify Prox1 as an important factor in skeletal muscle SC differentiation and show that Prox1 is an integral part of the slow muscle fibre program. Our results open up new directions to study and to manipulate SC behaviour during regeneration, and to understand better the role of Prox1 in muscle diseases and aging.

## Methods

### Animal experiments

All mice used in the experiments were maintained in the C57Bl/6J background. Animal experiments were approved by the Regional State Administrative Agency for Southern Finland. Mice were housed in individually ventilated cages with enrichment materials in a facility monitored by the Federation of European Laboratory Animal Science Associations guidelines and recommendations.

The Prox1^fl/fl^ (from Dr G. Oliver) and Human Skeletal Actin-MerCreMer (HSA-Cre^ERT2^, from Dr K. Esser) mice were crossed to generate skeletal muscle fibre specific Prox1-deficient mice (Prox1Δ). These mouse lines have been described previously^19^,^39^. To delete Prox1 from skeletal muscles, 8–10 weeks old male mice were given tamoxifen i.p. (80 mg/kg) for five consecutive days. The muscles were collected and analysed after two months of deletion. The experiment was performed twice with independent cohorts (*n*=4+4 and *n*=6+8). To delete Prox1 only in soleus muscle, AAV9-Cre or empty vector (30 μl per muscle, 6.96 × 10^9^ vp ml^−1^) were injected into soleus muscles of Prox1^fl/fl^ mice (*n*=3+4 and in a second experiment *n*= 5+6).

For overexpression of Prox1 in fast skeletal muscle, 8 weeks old C57Bl/6J male mice (C57Bl/6JOlaHsd from Harlan) were anaesthetized and recombinant adeno-associated viral vector (AAV8) encoding Prox1 was injected into mouse TA muscle (30 μl per muscle, 6.06 × 10^9^ vp ml^−1^). The contralateral muscle was injected with AAV8 encoding mCherry reporter protein equipped with a nuclear localization signal. The experiment was performed twice with independent cohorts (*n*=3+3 and *n*=5+5).

Whole calf muscle complex was collected from wild-type mice at postnatal days 0, 7 and 21 to study the expression of Prox1 during postnatal development (*n*=3 for each time point).

To investigate the role of Prox1 in SC, we performed lineage-tracing experiments. Prox1-Cre^ERT2^ mice^40^ (from Dr G. Oliver) were crossed with Rosa26-tdTomato^fl/Stop/fl^ (Jackson Laboratories, Stock 007914) reporter mice. To label a subset of Prox1 positive cells, mice were given one tamoxifen dose (3 mg) at the same time when cardiotoxin (50 μl of 10 μM) was injected into TA muscle. PBS was injected into the contralateral muscle. Muscles were collected and analysed 1, 4 and 22 days after the injection (*n*=4 muscles/time point/treatment). In another experiment, we increased the tamoxifen dose to get more efficient labelling and gave two injections one and two days before cardiotoxin administration.

Maximal endurance running exercise test was performed on a rodent treadmill (Panlab) according to the following protocol: 9 m min^−1^ for 5 min, 12 m min^−1^ for 5 min, 15 m min^−1^ for 5 min, 18 m min^−1^ for 5 min and 20 m min^−1^ until exhaustion (10° incline). Adaption training session was performed two times before the experiment.

In all experiments using wild-type mice, mice were randomized into the experimental groups based on their body weight. The investigators were blinded to group allocation during experiments.

Soleus, gastrocnemius and tibialis anterior muscles were collected from three months old male wild-type rats for RNA and immunohistochemical analyses (*n*=4).

### Cell culture

The mouse myoblast cell line C2C12 (ATCC) was cultured in growth medium (DMEM high glucose) containing 10% fetal bovine serum (FBS), 2 mM L-glutamine, penicillin (100 U ml^−1^) and streptomycin (100 U ml^−1^). Cells were differentiated for 4, 6, 7 and 8 days for further experiments. Differentiation medium contained (DMEM high glucose), 1–2% horse serum (HS), 2 mM L-glutamine, penicillin (100 U ml^−1^) and streptomycin (100 U ml^−1^).

The isolation of SC and preparation of primary human myotubes were conducted as described previously^41^. In brief, a muscle biopsy of about 100 mg was taken under local anaesthesia with lidocaine (10 mg ml^−1^, without epinephrine) from the *vastus lateralis* muscle of healthy men. The tissue was dissected into small pieces followed by trypsinization in a shaking water bath at 37 °C. SC were then isolated and maintained in DMEM-F12 culture medium containing 20% FBS, 1% penicillin, 1% streptomycin, and 1% fungizone. Primary myoblasts were selected via magnetic cell separation using the CD56 antibody (Miltenyi Biotec). To obtain myotubes, myoblasts of 80% confluence were switched to differentiation medium containing 2% FBS for 7 days. The human study was approved by the Ethical Committee of Department of Medicine, Helsinki University Central Hospital and written informed consent was obtained from all participants.

Lentiviral Prox1 silencing construct (shProx1) and scramble control (shScr) were from the TRC1 library for human myoblasts (Sigma-Aldrich)^17^. For mouse myoblasts we used shProx1 constructs from TRC1 and TRC2 (TRCN0000070723, TRCN0000070724, TRCN0000420735, TRNC0000425447, TRCN0000432522 from Sigma-Aldrich). The lentivirus-containing supernatant of 293FT cells was concentrated, and cells were transduced overnight with polybrene (Sigma, 8 μg ml^−1^). After transduction, cells were further selected with 3 μg ml^−1^ (human myoblasts) or 30 μg ml^−1^ (C2C12) puromycin (Sigma). After selection, the cells were cultured for further experiments. Retroviral constructs for Prox1 and GFP (control) were used for transfection of undifferentiated C2C12 cells overnight, followed by recovery for two to three days before the experiments.

Prox1-overexpressing and -silenced cells were transfected with expression plasmids encoding the NFAT-luciferase reporter (NFAT/AP-1 3 × luciferase was a gift from Anjana Rao, Addgene plasmid #11783), Notch reporter CSL-luciferase reporter (4xCSL-luciferase was a gift from Raphael Kopan, Addgene plasmid # 41726) or Notch1-luciferase reporter^37^,^42^ (gift from Tohru Kiyono) by using the jetPEI reagent (Polyplus transfection). TK-Renilla luciferase was used as a transfection control. Promega's dual luciferase assays were performed according to the manufacturer's instructions. All experiments were done in quadruplicate and repeated at least 2–4 times.

To analyse the effect of Notch signalling activity on Prox1 expression, we transduced primary human myoblasts with adenoviral constructs encoding human Notch1 or GFP as a control. To inhibit Notch activity, the cells were treated with gamma-secretase inhibitor DAPT (10 μM). Prox1 expression was analysed after 2–3 days of treatment. To silence Hey1 and Hey2 in human myoblasts, lentiviral vectors were produced from TRC1 library constructs (TRCN00000202014 and TRC0000020249, Sigma-Aldrich).

For generation of the PROX1 mutant without DNA binding domain (PROX1-deltaHP), the stop codon was introduced after nucleotides encoding Ser569 (XP_005273251.1|) in the construct encoding a MYC-tagged wild type human PROX1 in the lentiviral vector pSD44 (ref. 43) using standard site-directed mutagenesis procedures. The presence of mutation was confirmed by sequencing, and protein truncation and equivalent wild type and mutant protein production levels were verified by western blot analysis.

### RNA extraction and quantitative real-time PCR

Cells were lysed and total RNA was extracted with Nucleospin RNA II Kit (Macherey-Nagel). Muscle tissues were first lysed with Trisure reagent (Bioline) and RNA was further extracted with the Nucleospin RNA II Kit (Macherey-Nagel). cDNA synthesis was performed with the iScript cDNA synthesis kit (Bio-Rad) using 1 μg RNA and random hexamer primers. qRT-PCR was performed with the iQ SYBR green supermix (Bio-Rad). Relative gene expression levels were calculated using the formula 2^−ΔΔCt^. Primers are listed in Supplementary Table 1.

### Whole-genome microarray

The quality of RNA was determined with Bioanalyzer (Agilent Technologies) and analysed on genome-wide Illumina Mouse WG-6 v2 Expression BeadChips (Illumina). Illumina's GenomeStudio software was used for initial data analysis and quality control and the further data analysis was performed with the Chipster software (www.chipster.csc.fi)^44^. After quantile normalization, statistically significant differences in individual genes between the groups were tested using Empirical Bayes statistics and the Benjamini-Hochberg algorithm controlling FDR. Adjusted FDR values of *P*<0.05 were considered significant. The microarray data have been submitted to the GEO database, under the series accession number GSE69199.

### Gene set enrichment analysis

The gene expression dataset was transferred to the Gene Set Enrichment Analysis software (http://www.broadinstitute.org/gsea)^45^,^46^ and the analysis was carried out with default parameters except that the ‘exclude smaller sets' was set to 25 and gene permutation was applied. We used a modified list of the kegg.v3.1.symbols gene set (http://www.broadinstitute.org/gsea/msigdb), with the addition of slow muscle fibre-specific genes^47^ and Prox1 target genes in colorectal cancer^18^. FDR *Q* value <0.1 was regarded significant.

### Polyacrylamide gel electrophoresis and western blotting

Cells were lysed with cold RIPA buffer (50 mM Tris-HCl at pH7.6, 150 mM NaCl, 1% NP-40, 0.5% DOC, 0.1% SDS, with protease and phosphatase inhibitors). Muscle tissues were lysed with the same buffer using ceramic beads. The concentration of the lysates was measured with the BCA protein assay kit (Thermo Scientific) following the manufacturer's instructions. The samples were loaded to SDS-polyacrylamide gel (Bio-Rad Laboratories), proteins were transferred to nitrocellulose membranes and incubated with primary antibody against MyHC I (BA-D5, Developmental Studies Hybridoma Bank, 1:250), Nfatc1 (YT5381, Immunoway, 1:1,000) or HSC70 (Santa Cruz Biotechnology, 1:5,000). For Prox1, cell lysates and soleus muscle homogenates were first immunoprecipitated with rabbit-anti-human Prox1 (in-house made, 1:1,000) antibody using Protein G beads, transferred to nitrocellulose membranes and incubated with primary antibody for Prox1 (goat-anti-human, AF2727, R&D, 1:1,000). HRP-conjugated anti-mouse or anti-goat secondary antibodies (Dako, 1:5,000) were used and the signal was visualized by the SuperSignal West Pico or Femto Maximum Sensitivity Substrate (Thermo Scientific). Alternatively, anti-rabbit IRDye800 and anti-mouse IRDye680 were used for detection (Licor, 1:10,000).

### Histochemistry and immunofluorescence

Mouse, rat (soleus, gastrocnemius and tibialis anterior) and human (vastus lateralis) muscle samples were frozen in liquid nitrogen-cooled isopentane in Tissue-Tek OCT. 10 μm sections were stained with hematoxylin-eosin staining and using the following primary antibodies: PROX1 (AF2727, R&D, 1:500 dilution), Laminin (Thermo Scientific, 1:500), CD31 (BD Biosciences, 1:500), MyHC I (BA-D5, Developmental Studies Hybridoma Bank, 1:50), Pax3 and Pax7 (Developmental Studies Hybridoma Bank, 1:50) and NCAM/CD56 (559043, BD Biosciences, 1:200), red fluorescence protein (600-901-379, Rockland Immunochemicals, 1:500) and Ki67 (Leica, 1:200). For signal detection, Alexa Fluor 488, 594, 633- or 647-conjugated secondary antibodies (Molecular Probes, 1:500) were used. Nuclei were labelled with DAPI. C2C12 cells and primary human myoblasts were fixed with 4% paraformaldehyde for 10–15 min and stained with phalloidin (F-actin, Molecular Probes, 1:500) for cell morphology and desmin antibody (Millipore, 1:500) to confirm that the human primary cells were of muscle origin. C2C12 cells were also stained with Nfatc1 (YT5381, Immunoway, 1:100) and myosin (MF-20, Developmental Studies Hybridoma Bank, 1:50) antibodies. For proliferation studies, shScr and shProx1 C2C12 cells were incubated for 4 h on coverslips with EdU and stained according to the manufacturer's protocol (Molecular Probes). Samples were imaged using Leica DM LB light microscope, Zeiss Axioplan fluorescent microscope and Zeiss LSM 780 confocal microscope. Images were processed and analysed with ImageJ (NIH).

### Statistical analysis

Statistical comparison of two groups was done by Student's two-tailed unpaired *t*-test or one-way analysis of variance (with repeated measurements in C2C12 cell differentiation experiment) followed by Tukey's *post hoc* test for more groups using the Prism 6.0 software. Data was checked for normality and equal variances between groups. *P*<0.05 was considered as statistically significant and the significance is marked by *P<0.05, **P<0.01, and ***P<0.001. The required sample size was calculated based on the similar experiments and analyses carried out previously. The number of animals in each experiment is stated in the respective figure legends. All *in vitro* experiments were replicated 2–4 times and the main animal experiments were conducted twice or using different species. Samples or animals were excluded from the data analysis with pre-established criteria, if they deviated more than 2 s.d. from the group mean.

### Data availability

The microarray data have been submitted to the GEO database, under the series accession number GSE69199.

## Additional information

**How to cite this article:** Kivelä, R. *et al*. The transcription factor Prox1 is essential for satellite cell differentiation and muscle fibre type regulation. *Nat. Commun.* **7,** 13124 doi: 10.1038/ncomms13124 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-6 and Supplementary Table 1

Supplementary Dataset 1 The most significantly changed genes in mouse TA muscle transduced with AAV8-Prox1 (FDR<0.001).

## Figures and Tables

**Figure 1:**
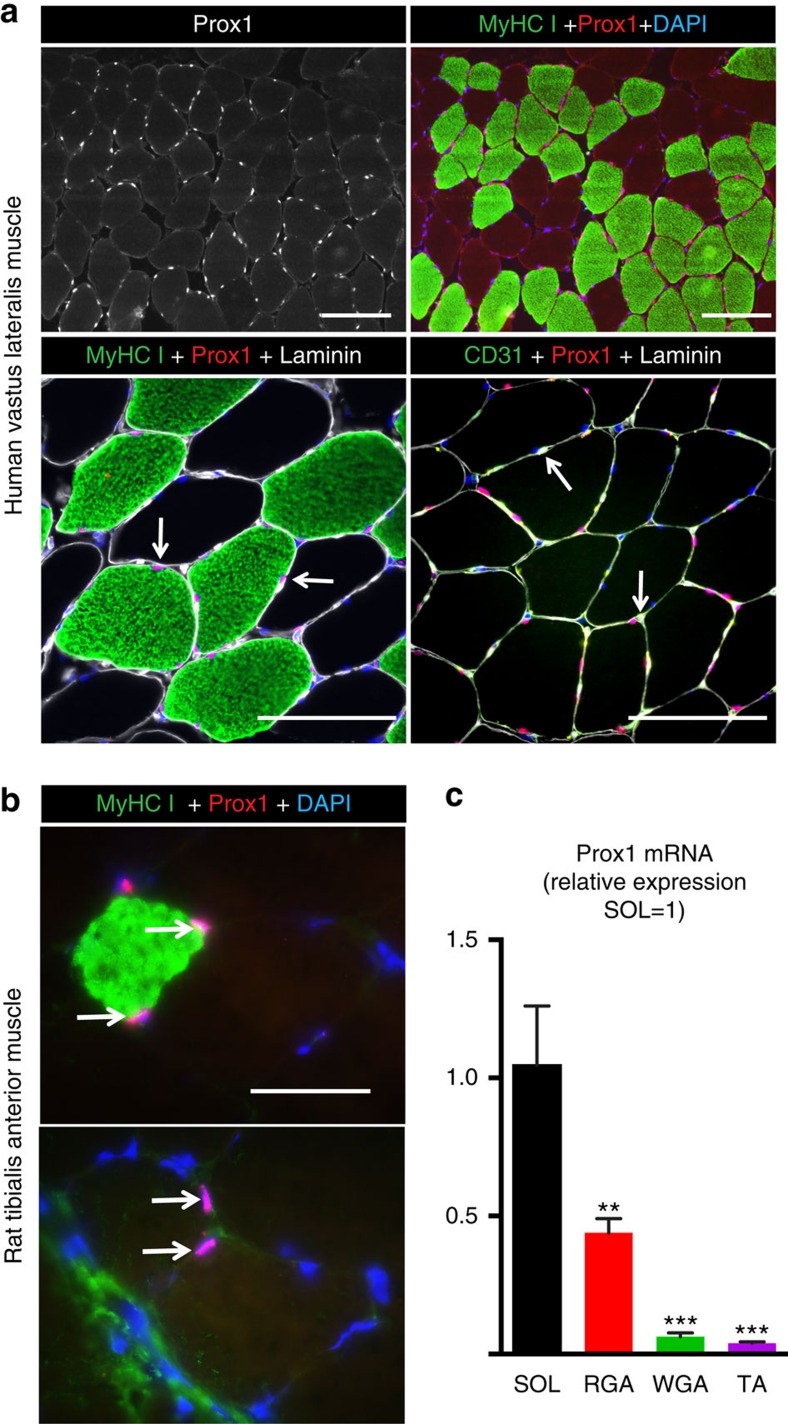
Prox1 expression in slow muscle fibres in mammalian skeletal muscle. (**a**) Prox1 expression in the nuclei (magenta) of slow muscle fibres stained for MyHC I (green) in human vastus lateralis muscle. Co-staining with laminin indicates that the Prox1 positive nuclei are under the basal lamina of the muscle fibres (arrows). Note that Prox1 staining does not co-localize with endothelial cells (CD31, arrows). (**b**) Prox1 positive nuclei (magenta) in MyHC I (green) positive slow muscle fibres in rat tibialis anterior muscle. Few Prox1 positive nuclei were found also in the proximity of fast fibres. (**c**) Prox1 mRNA expression in various rat skeletal muscles. Note the highest expression in the slow soleus (SOL) muscle. RGA, red gastrocnemius; TA, tibialis anterior; WGA, white gastrocnemius. Data is presented as mean±s.e.m., *n*=4, one-way analysis of variance with Tukey's *post hoc* test, **P<0.01, ***P<0.001 compared with soleus. Scale bars, 50 μm.

**Figure 2:**
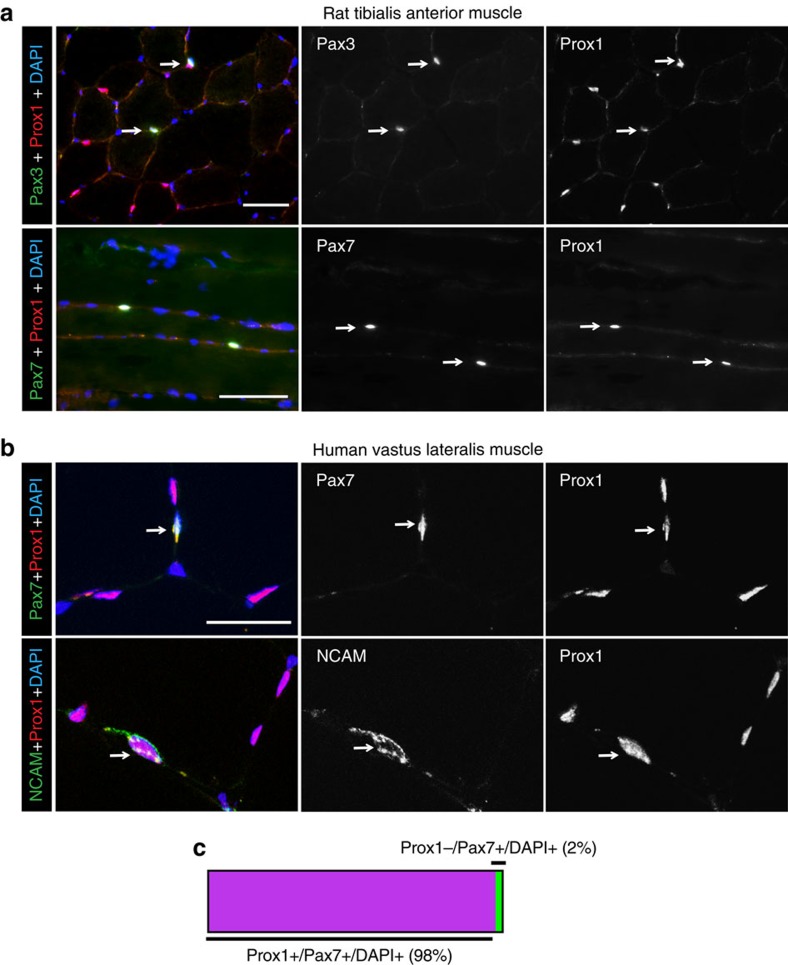
Prox1 is expressed in rodent and human satellite cells. (**a**) Prox1 colocalization with Pax3 and Pax7 positive satellite cells (arrows) in quiescent rat tibialis anterior muscle. (**b**) Prox1 colocalization with Pax7 and NCAM positive satellite cells (arrows) in human vastus lateralis muscle. (**c**) A bar graph showing the percentage of Prox1+ cells amongst Pax7+/Dapi+ cells in human vastus lateralis muscle. A total of 83 cells were analysed from five subjects. Scale bars, 50 μm.

**Figure 3:**
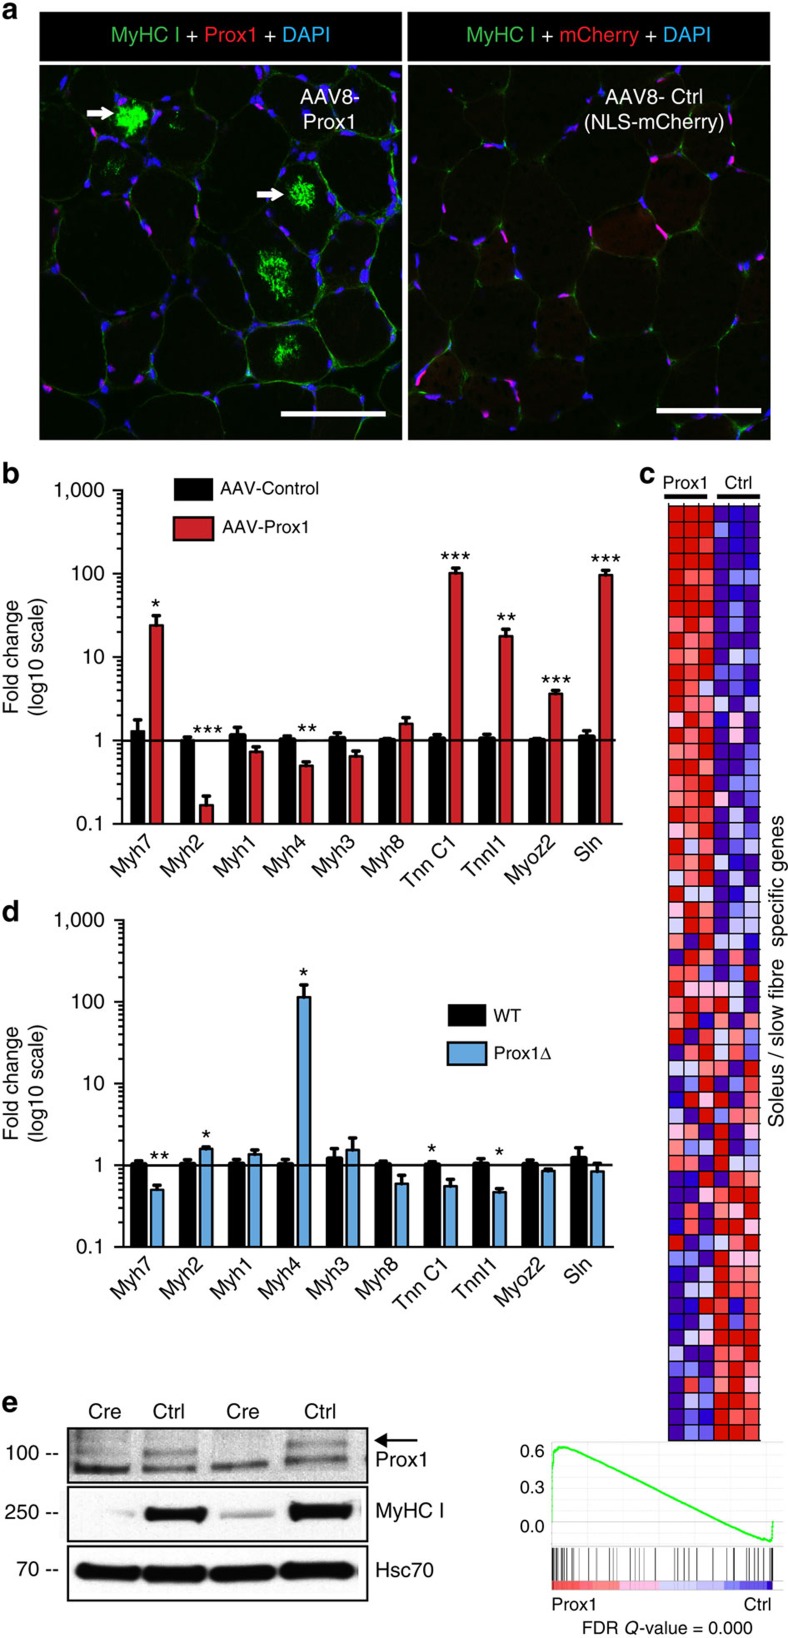
Prox1 regulates the slow muscle fibre gene program in skeletal muscle. (**a**) MyHC I (Myh7) expression in muscle fibres (arrows) in AAV8-Prox1 and AAV8-Ctrl transduced TA muscle. (**b**) Expression of myosin heavy chain and calcium-signalling genes in AAV8-Prox1 and AAV8-Ctrl transduced TA muscle. Note that the expression of slow fibre -specific genes are upregulated and fast MyHC genes downregulated in Prox1 overexpressing muscles. (**c**) Heat map from GSEA analysis showing that Prox1 overexpression in TA muscle leads to expression of many soleus specific myofibrillar genes (red colour indicates positive and blue negative enrichment). (**d**) Effect of Prox1 deletion on soleus muscle gene expression (HSA-Cre^ERT2^;Prox1^fl/fl^ mice). Note the increased expression of fast MyHCs Myh2 and Myh4 RNAs, whereas slow troponin isoform RNAs and Myh7 RNA are decreased. (**e**) Deletion of Prox1 in slow soleus muscle with AAV-Cre leads to marked downregulation of MyHC I protein. Data is presented as mean±s.e.m., *n*=5+5 in **a**,**b**, *n*=3+3 in **c**, *n*=4+4 in **d**,**e**. Student's two-tailed unpaired *t*-test, *P<0.05, **P<0.01, ***P<0.001. Both overexpression and deletion experiments were conducted two times on independent mouse cohorts. WT, wild-type. Scale bars, 50 μm.

**Figure 4:**
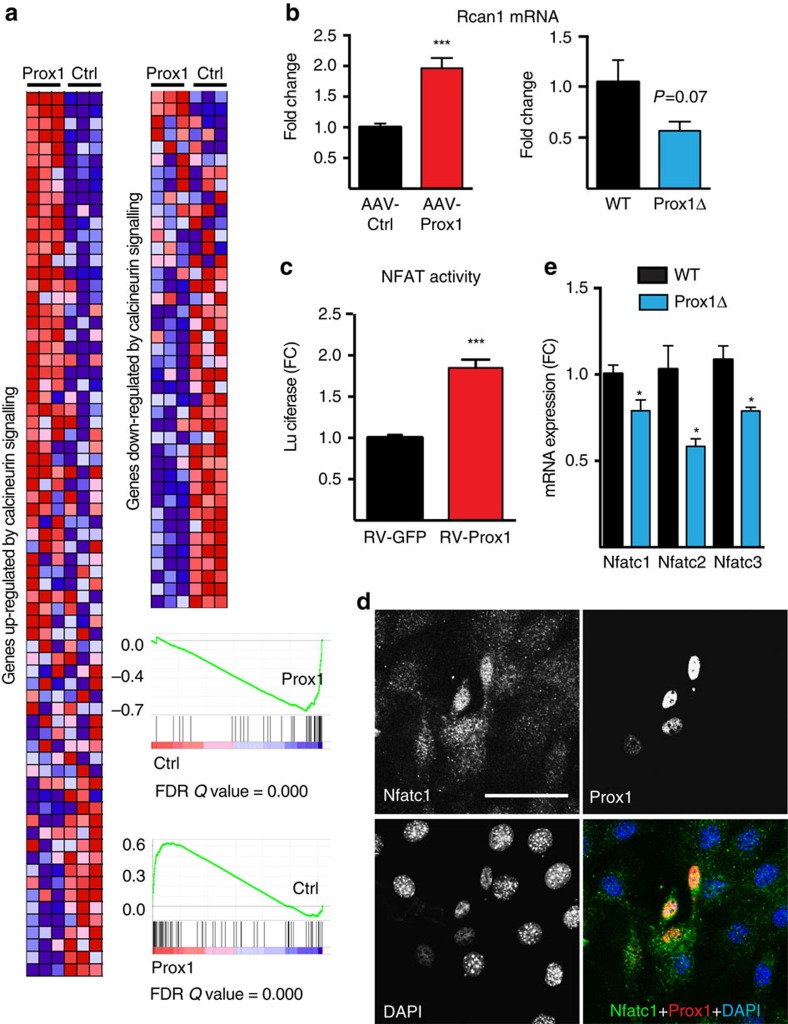
Prox1 acts by activating NFAT signalling. (**a**) Heat maps from GSEA analysis showing that Prox1 overexpression induces the expression of genes known to be upregulated by calcineurin/NFAT signalling (red for upregulation compared with control) and decreases the expression of majority of genes downregulated by calcineurin/NFAT signalling (blue for downregulation compared with control). (**b**) qPCR analysis of regulator of calcineurin-1 (Rcan1) in Prox1 transduced TA muscles and Prox1 deficient soleus muscles. (**c**) NFAT-luciferase reporter assay in C2C12 cells transduced with retroviral (RV) Prox1 or GFP. (**d**) Nfatc1 staining in C2C12 cells overexpressing Prox1. (**e**) Nfatc1–3 mRNA expression in wild-type and Prox1 deleted soleus muscles Data is presented as mean±s.e.m. *n*=3+3 in **a**,**c**, *n*=5+5 and 4+4 in **b**, *n*=3+3 in **d** (repeated three times). Student's two-tailed unpaired *t*-test, *P<0.05, ***P<0.001. Scale bar, 50 μm.

**Figure 5:**
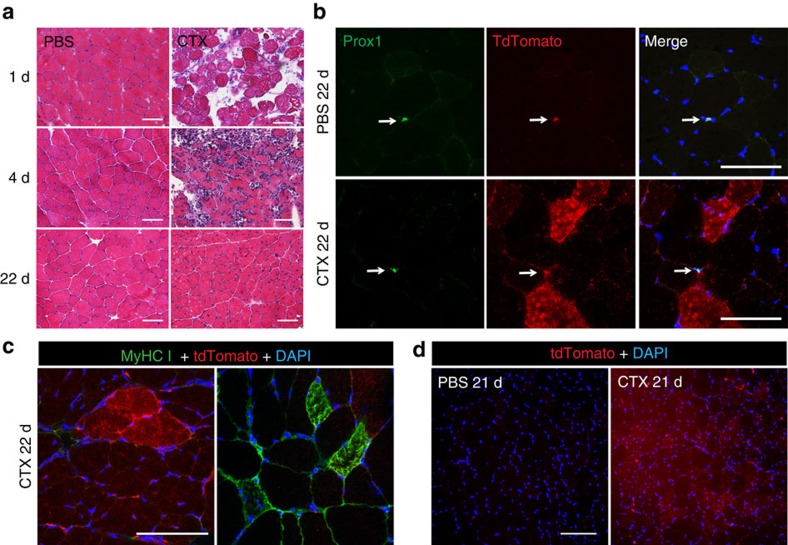
Lineage-tracing experiment of Prox1 expressing satellite cells. (**a**) HE staining of cardiotoxin-treated (CTX) and PBS-injected muscles showing the degeneration and regeneration processes 1, 4 and 22 days after CTX-injection. (**b**) Prox1 staining and TdTomato fluorescence 22 days after CTX-injection. Note several Prox1 negative red fibres, indicating that the Prox1 expressing satellite cells have differentiated into Prox1 negative muscle fibres. No red muscle fibres were found in the PBS-treated muscles. Arrows point to Prox1 and tdTomato-positive SCs. (**c**) The regenerated tdTomato positive muscle fibres originating from Prox1-positive SCs were MyHC I negative in fast tibialis anterior muscle. (**d**) TdTomato-positivity obtained with two tamoxifen injections; one injection was used in the experiments of **a**–**c**. Note that most of the regenerated fibres are red. Scale bars, 100 μm.

**Figure 6:**
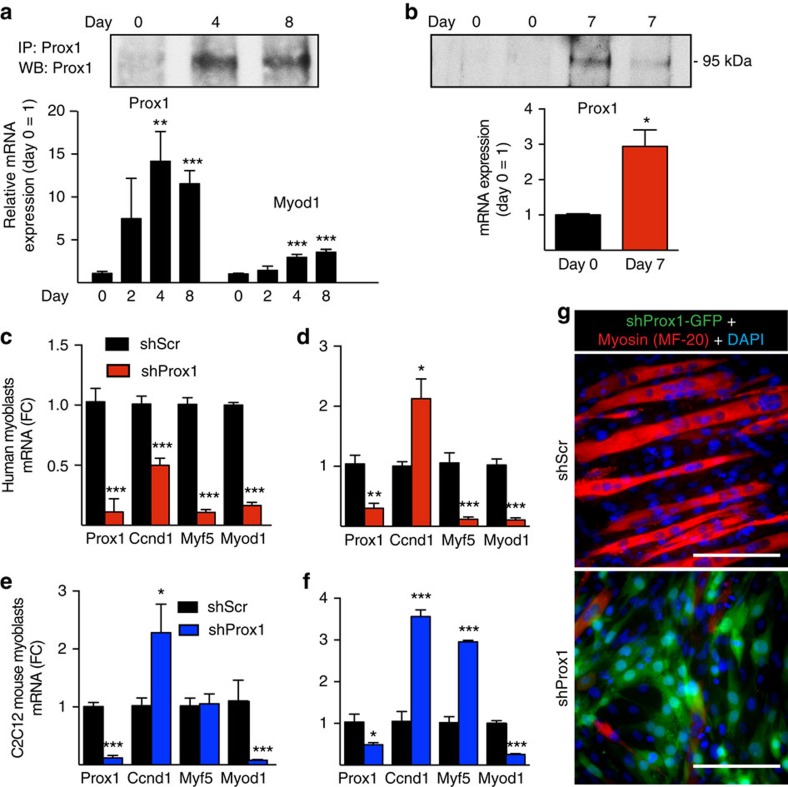
Prox1 regulates myoblast differentiation. (**a**) Analysis of Prox1 mRNA and protein during C2C12 myoblast differentiation (indicated by the increase in MyoD1 mRNA). (**b**) Prox1 protein and mRNA in human myoblasts before and after differentiation. Primary myoblast lines from two different individuals were analysed. (**c**–**f**) Analysis of myoblast proliferation and differentiation-related CyclinD1, Myf5 and MyoD mRNAs in shProx1 and shScr transduced primary human myoblasts before (**c**) and after differentiation for 7d (**d**), as well as in mouse C2C12 myoblasts before (**e**) and after (**f**) differentiation. (**g**) Myosin staining of C2C12 cells after 7d of differentiation. Note that Prox1 silencing completely blocked myotube development, as only occasional cells expressed myosin and these cells were negative for shProx1-GFP. Data is presented as mean±s.e.m., *n*=3+3 biological replicates in **a**–**g** (all experiments were repeated three times). One-way analysis of variance with repeated measures followed by Tukey's posthoc test and Student's two-tailed unpaired *t*-test, *P<0.05, **P<0.01, ***P<0.001. Scale bars, 50 μm.

**Figure 7:**
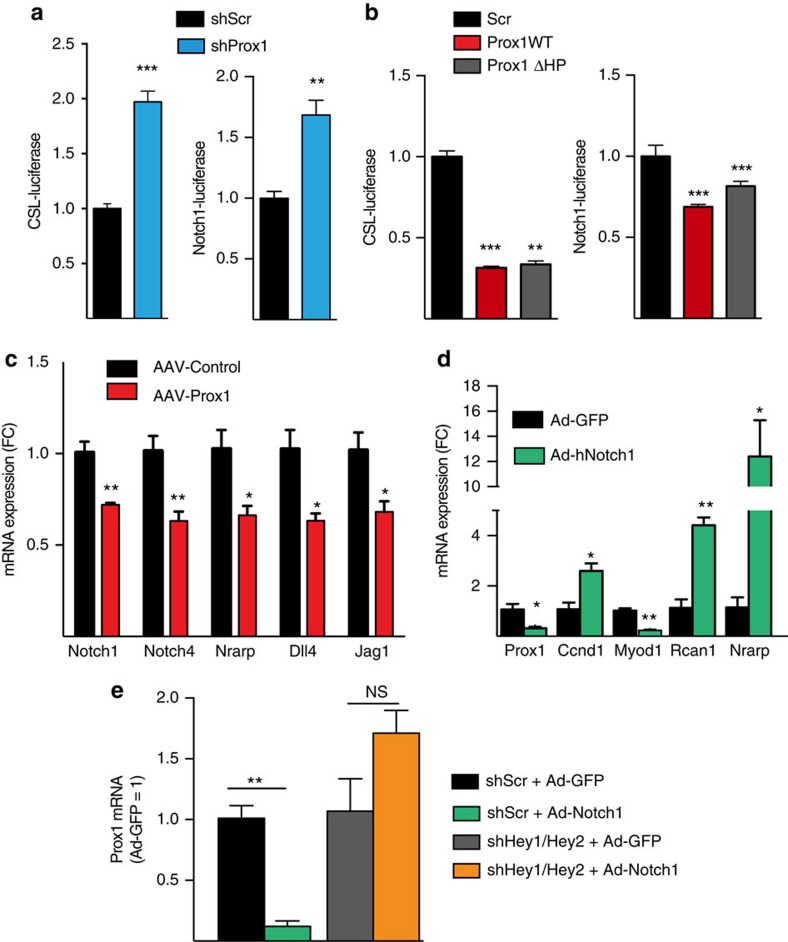
Bidirectional regulation between Prox1 and Notch1 in myoblasts. (**a**) Notch luciferase activity in C2C12 cells transduced with lentiviral shScr or shProx1, and later transfected with CSL- or Notch1-luciferase reporter. (**b**) Effect of overexpression of WT Prox1 and the Prox1 mutant lacking the DNA-binding domain (Prox1 ΔHP) on CSL- and Notch1-luciferase activities. (**c**) Effect of Prox1 overexpression on Notch-related genes *in vivo* in TA muscle. (**d**) Effect of adenoviral Notch1 overexpression on Prox1, CyclinD1, MyoD and Rcan1 mRNAs in human primary myoblasts. Nrarp was used to indicate Notch pathway activation. (**e**) Effect of Hey1 and Hey2 silencing on Notch1-induced suppression of Prox1 expression in human myoblasts. Data is presented as mean±s.e.m., *n*=4+4 biological replicates in **a** and **b** and 3+3 in **d**,**e** (all experiments were repeated two to three times), *n*=5+5 in **c**. Student's two-tailed unpaired *t*-test, *P<0.05, **P<0.01, ***P<0.001.

**Figure 8:**
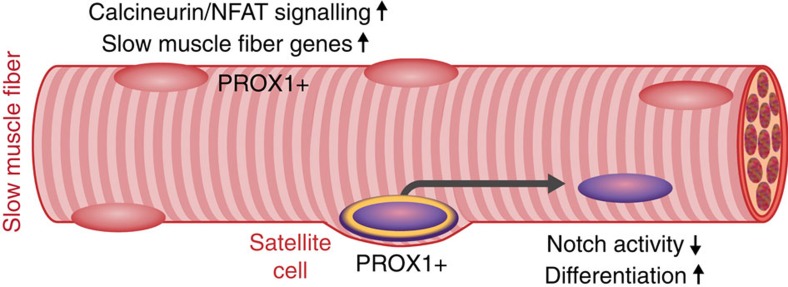
Schematic summary of the pathways regulated by Prox1 in mature skeletal muscle fibres and satellite cells. Prox1 is expressed in mature slow muscle fibres, where it regulates NFAT signalling and muscle fibre type gene programs. Prox1 is also expressed in satellite cells, where it interacts with Notch signalling pathway, and it is essential for myoblast differentiation.

# Supplementary material for: The transcription factor Prox1 is essential for satellite cell differentiation and muscle fibre-type regulation
**Source:** Nat Commun. 2016 Oct 12;7:13124. doi: 10.1038/ncomms13124
**Supplement:** Supplementary Information — Supplementary Figures 1-6 and Supplementary Table 1

Prox1 target genes in colorectal cancer

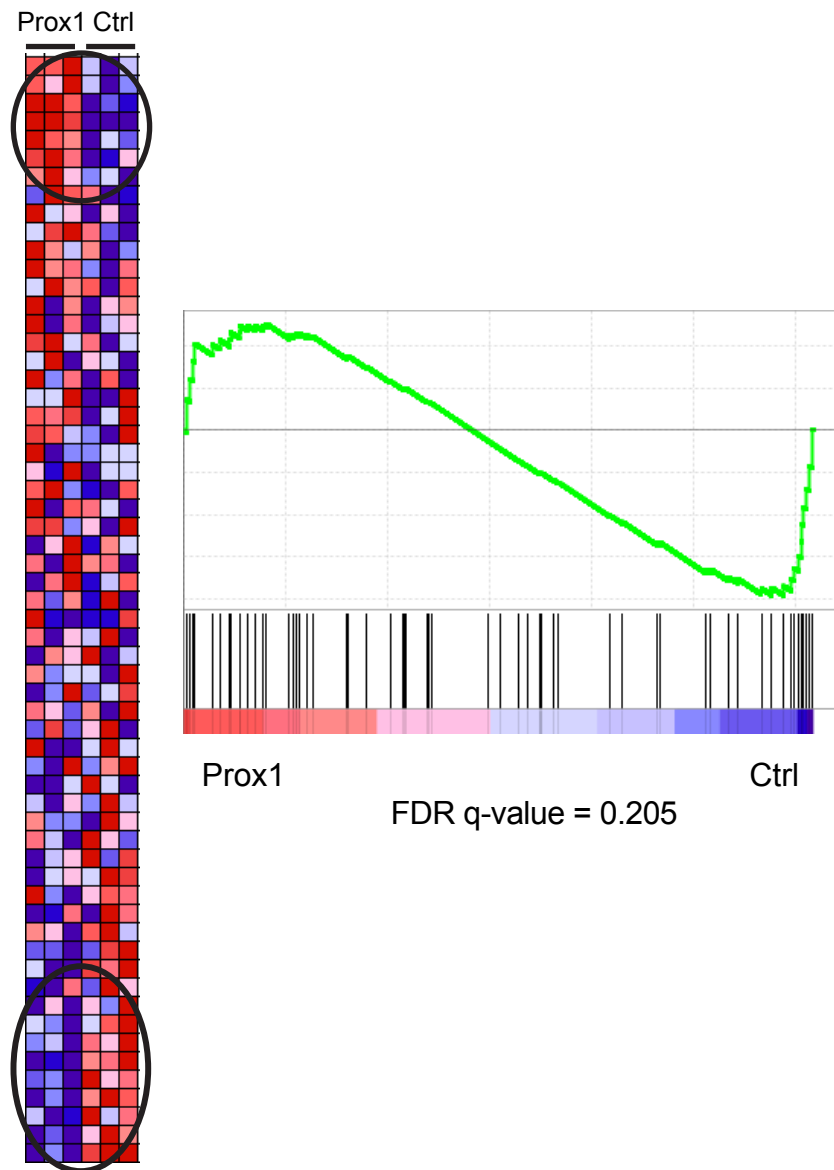

Supplementary Figure 1. Most of the Prox1 target genes in colorectal cancer cells are not Prox1 regulated in skeletal muscle. Heat map from GSEA analysis, showing that Prox1 overexpression induces changes in only a small subset of genes shown to be affected in colorectal cancer cells (red: up-regulation and blue: down-regulation compared to control), indicating tissue specificity of Prox1 regulation. (n = 3+3)

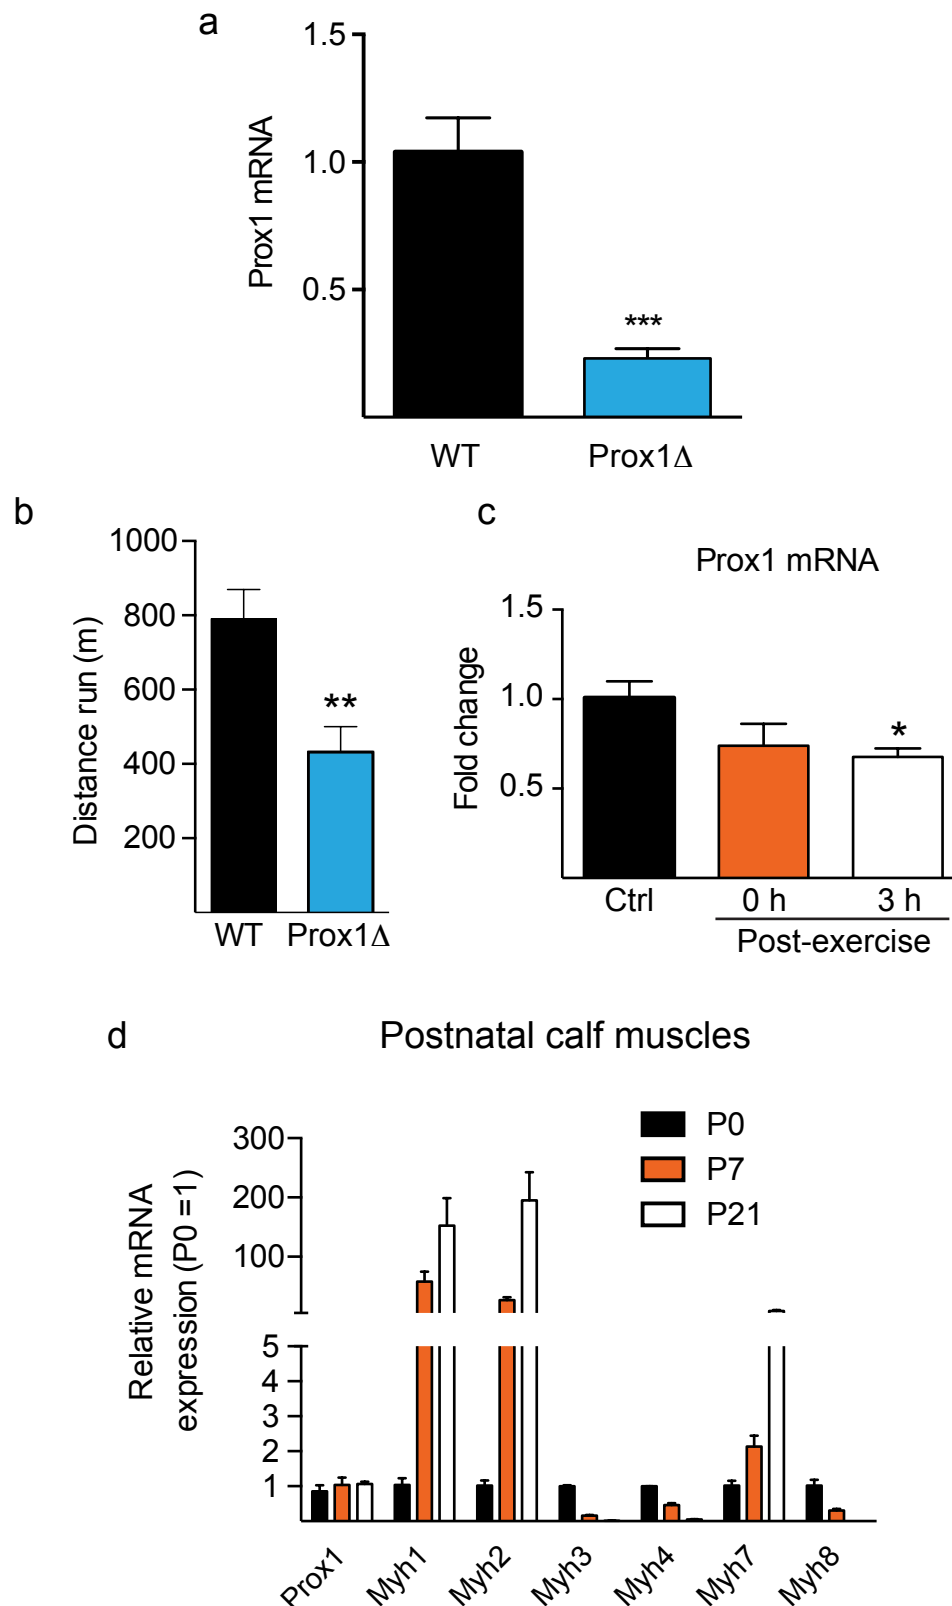

Supplementary Figure 2. Maximal exercise capacity in Prox1Δ mice and the expression of Prox1 and myosin heavy chain genes during postnatal skeletal muscle development. (a) Prox1 expression in HSA-MCM;Prox1fl/fl (Prox1Δ) and in Prox1fl/fl (WT) soleus muscles. (b) Maximal exercise capacity of WT and Prox1Δ mice in a maximal treadmill running test. (c) Prox1 expression in gastrocnemius muscles of WT mice after the acute maximal running exercise. (d) RNA expression in the calf muscles during P0-P21. Note that Prox1 RNA remains stable, whereas the fast and slow myosin heavy chain mRNAs increase and embryonic/neonatal Myh3 and Myh8 decrease markedly during postnatal development. Data is presented as mean ± s.e.m, n = 6+8 in (a), n = 5+5 in (b), n = 3+4+4 in (c) and n=3 for each time point in (d), Student's two-tailed unpaired t-test and One-way ANOVA with Tukey's post hoc test, *p<0.05, **p<0.01, ***p<0.001

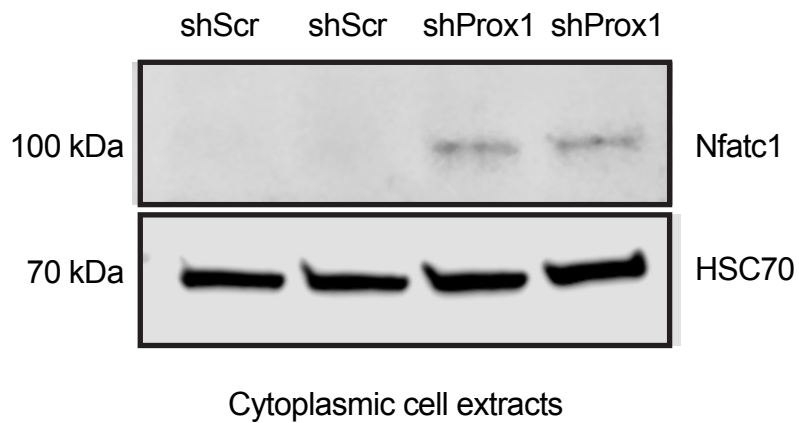

Supplementary Figure 3. Prox1 affects nuclear localisation of Nfatc1. Nfatc1 protein was analysed in cytoplasmic lysates from shScr and shProx1 C2C12 myoblasts. Triton-X100 and NP-40 (which do not solubilize the nuclei) were used as detergents in the lysis buffer. HSC70 was used as a loading control in gel electrophoresis.

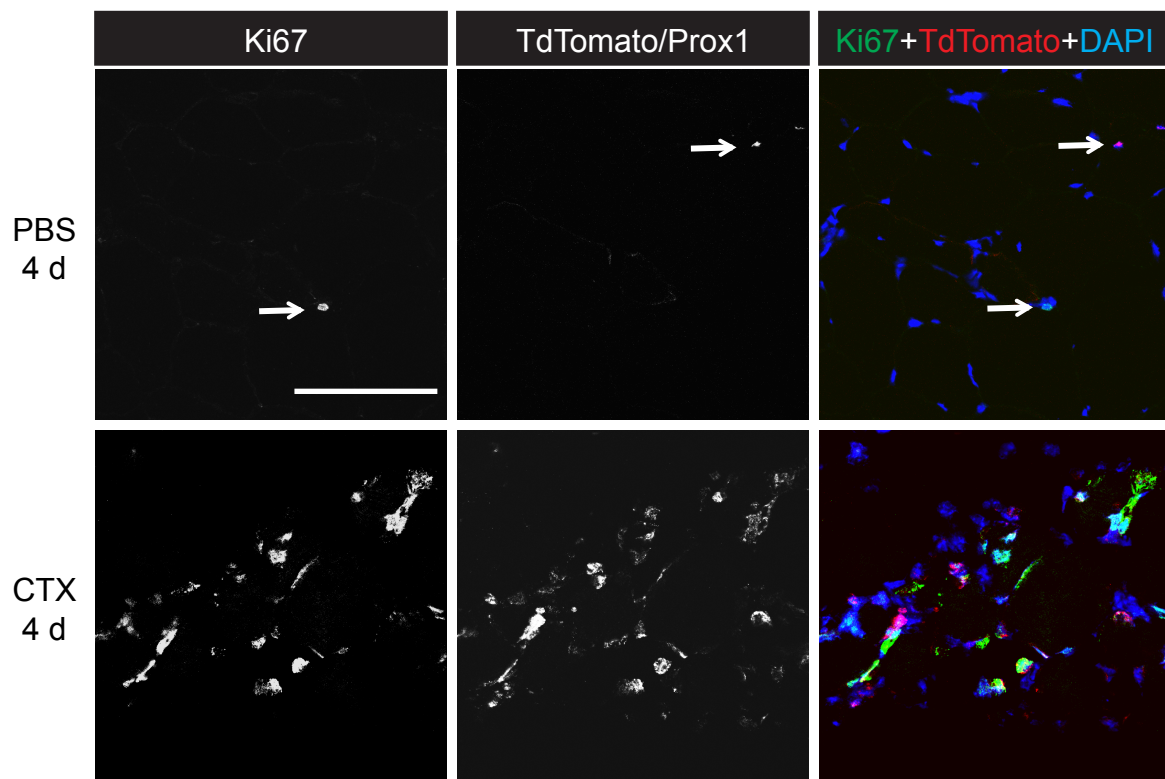

Supplementary Figure 4. Proliferation of Prox1-positive satellite cells after muscle injury. Staining of the Ki67 cell cycle marker and TdTomato Prox1 lineage marker four days after muscle injury. Note that several of the TdTomato-positive cells are also Ki67-positive. Scale bar 100 μ m.

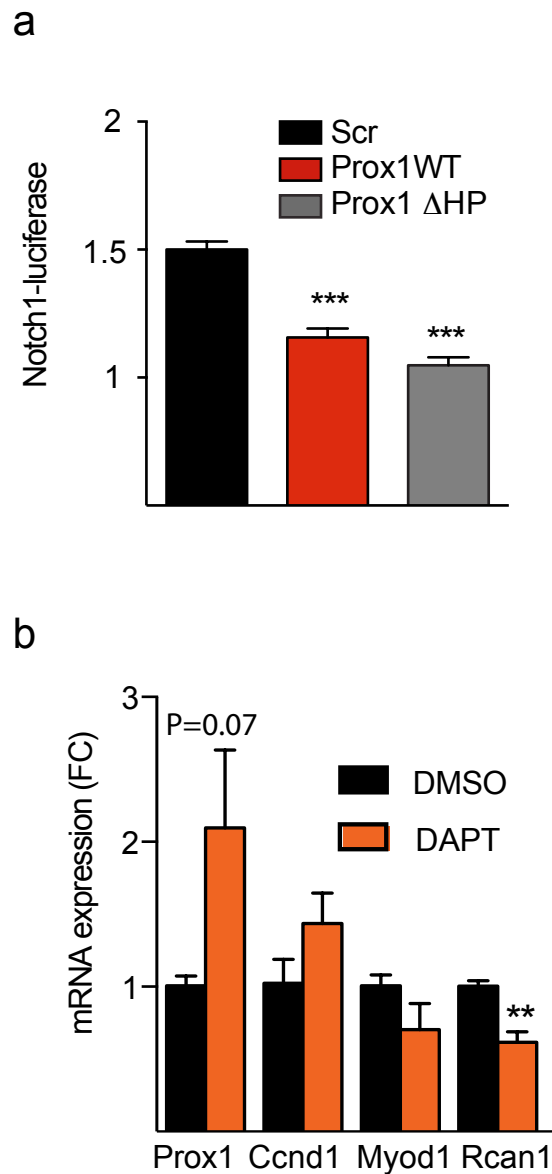

Supplementary Figure 5. Bi-directional signalling between Notch1 and Prox1. (a) Notch-1 luciferase activity in C2C12 myoblasts transiently transfected with Scrambled control vector, WT Prox1 or mutant Prox1 lacking the DNA-binding domain. (b) Effect of DAPT Notch-signalling inhibitor on the mRNA expression of Prox1 and differentiation-related genes. The C1C12 cells were subjected to DAPT for 48 h. Data is presented as mean $\pm$ s.e.m, $n = 3+3$, Student's two-tailed unpaired t-test and One-way ANOVA with Tukey's post hoc test, ** $p < 0.01$, *** $p < 0.001$.

a   Related to Fig. 3e

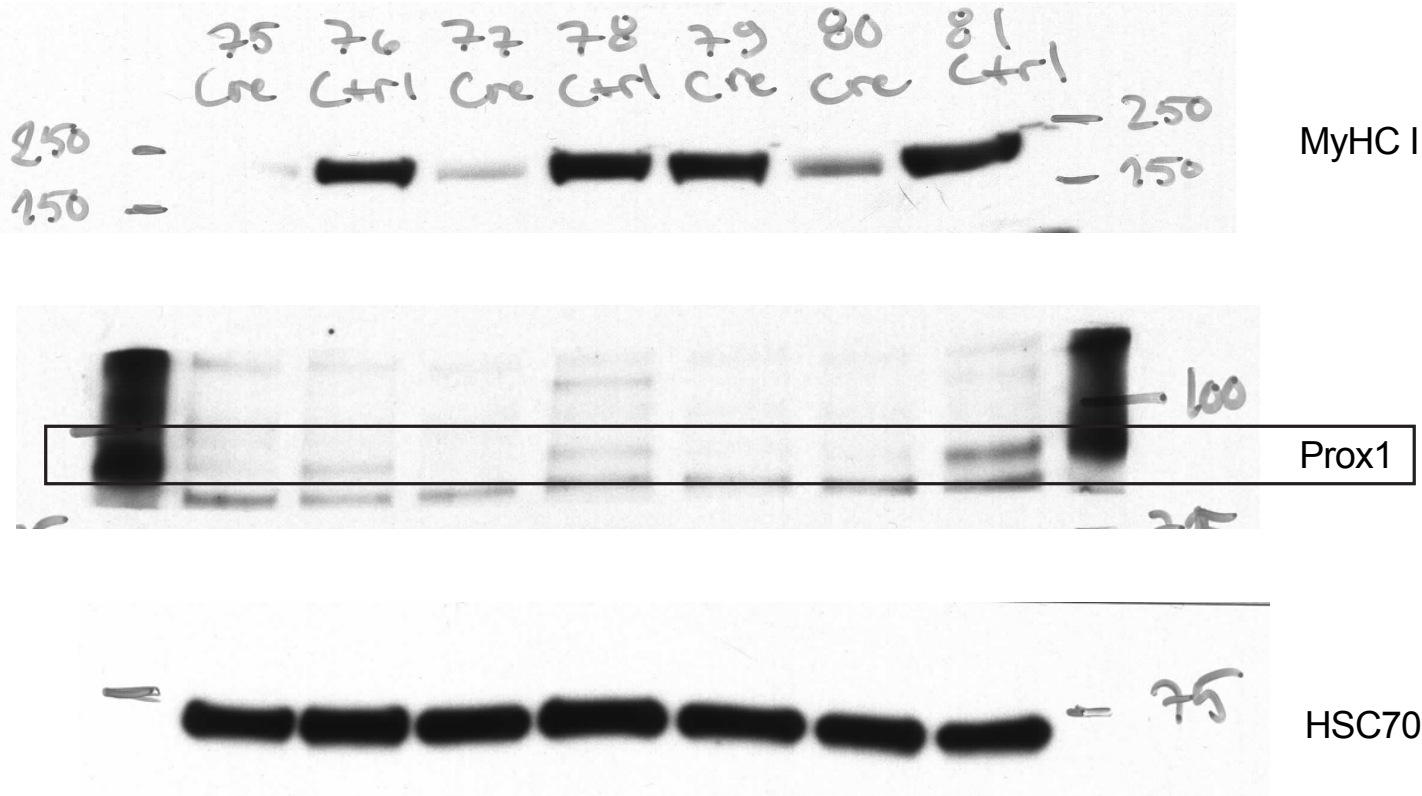

b   Related to Supplementary Fig. 3

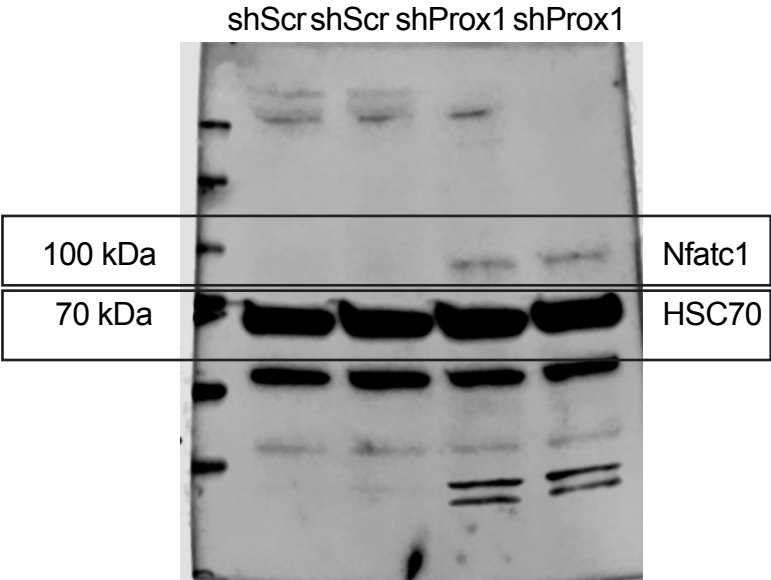

Supplementary Figure 6. Uncropped images of immunoblots with molecular weight markers. The immunoblots presented here are the uncropped images for their corresponding figures in main manuscript. Bands marked in the rectangles were used when there are multiple bands in the same immunoblots.

Supplementary Table 1. Primer sequences.

	Forward	Reverse
hPROX1	5'-TCACCTTATTCGGGAAGTGC-3'	5'-GTACTGGTGACCCCATCGTT-3'
hMYOD1	5'-AATAAGAGTTGCTTTGCCAG-3'	5'-GTACAAATTCCTGTAGCAC-3'
hMYF5	5'-AAGAGCAGTACTTTTGACAG-3'	5'-GTCCACTATGTTGGATAAGC-3'
hCCND1	5'-GCGGAGGAGAACAAACAGAT-3'	5'-TGAGGCGGTAGTAGGACAGG-3'
hRCAN1	5'-AGACCTTACACATAGGAAGC-3'	5'-GAGATCATAGTTTATGACTGGG-3'
hHEY1	5'-CCGGATCAATAACAGTTTGTC-3'	5'-CTTTTCTAGCTTAGCAGATCC-3'
hHEY2	5'-TCAAAAGCAGTTGGCACAAG-3'	5'-GATTGAATTCTCCAACAACAACA-3'
hHPRT1	5'-TGAGGATTTGGAAAGGTGT-3'	5'-TCCCCTGTTGACTGGTCATT-3'
rProx1	5'-GGGACACAACGAGTCTGAGGACCA	5'-GCATGTTGGAGCTGGGGTAACGG-3'
rHprt1	5'-ATGGACTGATTATGGACAGGACTG-	5'-TCCAGCAGGTCAGCAAAGAAGC-3'
mProx1	5'-GCTACCCCAGCTCCAACATGCT-3'	5'-TGATGGCTTGACGCGCATACTTCT-3'
mGAPDH	5'-ACAACCTTTGGCATTGTGGAA-3'	5'-GATGCAGGGATGATGTTCTG-3'
mTBP	5'-GAAGCTGCGGTACAATCCAG-3'	5'-CCCCTTGTTACCTTCACCAAT-3'
mMyh1	5'-CTCTTCCCGCTTTGGTAAGTT-3'	5'-CAGGAGCATTTGATTAGATCCG-3'
mMyh2	5'-GGCACAACTGCTGAAGCAGAGGC	5'-GGTGCTCCTGAGGTTGGTCATCAGC-3'
mMyh3	5'-CCAAAACCTACTGCTTTGTGGT-3'	5'-GGGTGGGTTCATGGCATACA-3'
mMyh4	5'-TTCATCAGAATCCATTCGG-3'	5'-TCAGAAGCATCTCAATAAGC-3'
mMyh7	5'-GCCAACTATGCTGGAGCTGATGCC	5'-GGTGCGTGGAGCGCAAGTTTGTCTAAG-3'
mMyh8	5'-CTGTACGACCAACATCTGGGA-3'	5'-GCACTAGCGTATGTGGAAAAGA-3'
mTnnC1	5'-GCCACAGGTGAGACCATTACG-3'	5'-ATTCGGCCATCGTTGTTCTTG-3'
mTnnI1	5'-GAAAGAAGACACAGAAAAGGAG-3'	5'-AGCAGAAAGATAGGTGAGTG-3'
mMyoz2	5'-ATTGGGATTACCCCTGCTG-3'	5'-ATCTTAAACAGCCTGGCCCC-3'
mSln	5'-GGTCCTTGGTAGCCTGAGTG-3'	5'-CGGTGATGAGGACAACCTGTG-3'
mMyod1	5'-CGGCTACCCAAGGTGGAGAT-3'	5'-ACCTTCGATGTAGCGGATGG-3'
mMyf5	5'-TATGAAGGCTCCTGTATCCC-3'	5'-ACGTGCTCCTCATCGTCTG-3'
mCcnd1	5'-TCCTCTCCAAATGCCAGAG-3'	5'-GCAGGAGAGGAAGTTGTTGG-3'
mRcan1	5'-CTCAGACTTTACACATAGGAAG-3'	5'-GCATGCAGTTCATACTTCTC-3'
mNFATC1	5'-CCAAGTCAGTTTCTATGTCTG-3'	5'-ATAATTGGAACATTGGCAGG-3'
mNFATC2	5'-TGGATGACGAGTTGATAGAC-3'	5'-GATTTCTCGGATCAAAGACC-3'
mNFATC3	5'-CTGAACCTGAAGATCAAGAAC-3'	5'-TCTCGTTCACATCATCTAAGG-3'
mNFATC4	5'-GTTTCAAGTTCCTACCTGTG-3'	5'-CCTTCTGACAGATAAGGAGTC-3'
mNotch1	TaqMan Mm00435245_m1	
mNotch4	TaqMan Mm00440525_m1	
mNrarp	TaqMan Mm00482529_s1	
mDil4	TaqMan Mm00444619_m1	
mJag1	TaqMan Mm00496902_m1

How the deposited data were processed for this re-analysis (not part of the article)

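Gene expression was measured in TA muscles of mice 4 weeks after intramuscular injection of AAV8-Prox1 (3 muscles) or AAV8-mCherry as control (3 muscles), on Illumina Mouse WG-6 v2 Expression BeadChips with 1 array per muscle. According to the paper the control vector went into the contralateral muscle. The labels do not say which muscles belong to 1 mouse. Between arrays with equal replicate numbers, the deviations from the group mean correlated across probes at -0.18, 0.05 and -0.12, so the numbers were not read as pairs, and a model with the replicate number as a block was run as an alternative.

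The authors used GenomeStudio for initial analysis and quality control and Chipster for quantile normalization. The log2 values used here are, as deposited by the authors, signals that they had quantile-normalized in Chipster, rounded to 2 decimals. The extremes, quartiles and median of the 6 arrays are the same up to the rounding of the values. A background correction is not stated. A table of raw signals and detection p-values has 12 per-sample columns whose names match no sample, so it was not used, and steps that need it were not run. The design fixed before the data were examined was to normalize the raw signals, with the authors' normalized values as an alternative. Since the raw columns could not be assigned, the authors' values became the main values. For the same reason a log2 signal of 7 replaced the detection p-value as the limit above background. Both changes were made after seeing the data.

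Of 45281 probes, 34885 carry 1 gene symbol, 18 carry several and 10378 carry none. The last 2 kinds were left out of gene counts and kept in the adjustment of p values. Gene symbols were checked against a gene table for 34807 probes, and none changed. A gene was represented by its probe with the highest mean signal over the 6 arrays. The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2 groups, no block), with Benjamini-Hochberg adjustment over all probes and an adjusted p under 0.05 as threshold. Folds against a group whose arrays are all under a log2 signal of 7 are lower bounds against that level, and no fold is given where both groups are under it. Single values of 3 muscles against 3 have an exact permutation p of at least 0.1 without pairing.

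Gene lists, 25 in all, were written from textbook knowledge before the array data were examined, and after the paper and its Supplementary Dataset had been read, whose values count as seen. They cover slow and fast fibre genes, calcineurin and NFAT, metabolism, calcium handling, myogenic and regeneration genes, Notch, lymphatic targets of Prox1, other cell types of muscle, and stress, clock, STAT5 and atrophy genes. Lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the 25 lists. Camera with an estimated correlation, limma's fry, and preranked gene set enrichment with fgsea 1.28.0 stood beside it. No list passed an adjusted p of 0.05 with an estimated correlation. In that setting camera also rests on the residual degrees of freedom of 6 arrays, which are few. Lists with an estimated correlation under 0 failed too. The clock list, at -0.032, went from an unadjusted p of 0.0064 in camera at the preset correlation to 0.0431. A failure there therefore does not show that correlation between genes accounts for a list's shift. The fry test asks whether a list's genes move one way on balance and does not compare them with other genes.

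Genes are named in the text if the paper names them for this experiment, if they are among the 10 with the highest or the 10 with the lowest log2 fold change among genes past the threshold with groups apart and the higher group above background, or if they are among the up to 4 members of a list with the smallest adjusted p. Myom3, Mb, Csrp3, Mylk2, Slc2a4, Ppargc1a, Nppb, Hspb7, Jun, Chrng, Musk and H1f4 are named beside these, after their values were seen. Myh2 and Myh3 have no probe with their symbol.

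The alternatives run were the mean of all probes of a gene, the probe with the smallest p, the replicate block, eBayes with trend and robust estimation, leaving out each array in turn, a minimum absolute log2 fold change of 0.5, the other list tests, and the NFAT list without slow fibre genes. Filters on dim probes, the mean of bright probes and a trend without robust estimation were added after seeing the data. The test was tried on simulated values with the spread of these arrays. Of 50 changed probes at each size, it called 32 at a log2 fold change of 0.5, 45 at 1, 49 at 2 and 50 at 3, and 8.81% of the calls were unchanged probes. The changed probes were all brightest probes of their genes, above background and not at the top of the range. They were far fewer than the 2725 probes called in the real data, so these rates need not hold there. With camera, 2 of 200 lists without a change had an unadjusted p under 0.05. The simulated probes were drawn independently, so this cannot show how camera behaves where the genes of a list are correlated. In the real lists the estimated correlation ranged from -0.051 (atrophy and growth) to 0.72 (red blood cells). Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The overlap with genes regulated in colorectal cancer and the values measured by qPCR were not analysed here.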

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

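All explanations weighed in this part were tested after the result was seen. Each result is a gene list outside those the paper discusses that passed both camera and fry, and each value is the median log2 fold change over all measured members of the list. The lists were written after the values of the Supplementary Dataset had been seen. Those values come from these same arrays, so the lists and their p values are not independent evidence of direction. None of these lists passed with an estimated correlation.

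A part of the genes of oxidative metabolism was lower while several slow contractile genes were higher. Of 32 measured genes of the citrate cycle and fat oxidation, 18 were lower and none was higher (21 lower when adjusted over the list alone), with a median of -0.38 and an adjusted p of 2.89e-12 from camera (0.0953 with an estimated correlation). Acadl and Cpt2 of fatty acid oxidation, the fatty acid transporter Slc27a1 and Pdha1 of pyruvate dehydrogenase had log2 fold changes of -0.63, -0.44, -0.91 and -0.56. Of 73 genes of the respiratory chain, 11 were lower and none was higher (22 lower and 1 higher when adjusted over the list alone), with a median of -0.15 (adjusted p = 1.08e-08, and 0.192 with an estimated correlation). Ndufa8, Ndufb5 and Ndufs3 of complex I and Uqcrc1 of complex III had log2 fold changes of -0.50, -0.48, -0.58 and -0.63.

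A lower share of fibre RNA would raise the markers of all other cell types alike, if these kept their proportions to each other. In that form only, it is argued against as the only cause. The median of the fibroblast and matrix genes above background lay 0.93 above that of the endothelial genes, and that of the macrophage genes 1.11 above it. The member SDs of the lists compared, which are spreads over genes and not over arrays, add up to 0.56 and 0.71. Over all measured members, most of the macrophage genes being at background, the gaps were 0.66 and 0.52 against SDs that add up to 0.60 and 0.72, so that only the fibroblast comparison holds there. With members chosen by control signal alone they were 0.89 and 1.11, against 0.58 and 0.71. Genes that all fibres express decided nothing. The 23 of them with a signal of 8 to 13 had a median of 0.02, but went both ways (5 higher, 4 lower), and their SD of 0.58 exceeds the distance of 0.41 to the median of the 29 citrate cycle and fat oxidation genes above background, which was -0.39. A shift that the authors' normalization left in genes of like signal was compared with 10000 random lists matched on mean signal. Most of these had medians between -0.13 and 0.12, and none was as low as -0.39 (a share of at most 1e-04). Genes of like signal in general were thus not shifted as far. The share is no test of the cause, since camera had already placed the list below other genes. The random lists also do not keep the correlation between genes of 1 list. A response of these genes to AAV8-Prox1 is a hypothesis, found and tested on the same data. A change in fibre composition stays open and untested. So does a change in the cells whose markers rose, which could itself lower the share of fibre RNA.

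A part of the endothelial marker genes was lower. Of 20 measured, 8 were lower and none was higher (13 lower when adjusted over the list alone), with a median of -0.42 and an adjusted p of 8.34e-09 (0.192 with an estimated correlation). Cd300lg, Gpihbp1, Sox18 and Eng had log2 fold changes of -0.75, -0.57, -0.86 and -0.55. A higher share of fibre RNA would dilute all other cell types alike, if these kept their proportions to each other. In that form it is argued against by the medians above background. They were 0.49 for 14 fibroblast and matrix genes (95% bootstrap interval 0.21 to 0.66), 0.68 for 8 macrophage genes (0.34 to 1.44) and -0.44 for 18 endothelial genes. These intervals are over genes and ignore the spread between arrays. In the mean per array, each of these lists separated every AAV8-Prox1 muscle from every control muscle. The exact permutation test gave a two-sided p of 0.1 for each, the smallest that the design allows. Less vessel and blood in the samples cannot be told apart from lower expression. The 4 red blood cell genes above background had a mean shift of -0.22 on the log2 scale, but the arrays overlapped (exact permutation test, two-sided p = 0.3). A bootstrap over these genes (median -0.245), which ignores the spread between arrays, had pointed to less blood before the test was set on arrays.

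Of 17 genes of glucose and glycogen metabolism, described with the NFAT results, the median was -0.23. Of 13 genes of regeneration and denervation, 5 were higher and 1 was lower, with the same counts when adjusted over the list alone (median 0.047, adjusted p = 0.00727, and 0.172 with an estimated correlation). The higher genes were Ankrd1, Ncam1, the acetylcholine receptor subunits Chrna1, at a log2 fold change of 0.90, and Chrng, at least 1.18-fold higher, and Musk, under a log2 signal of 7 in both groups. The lower gene was Myl4, at -0.78. Of 21 macrophage and immune genes, 4 were higher and none was lower (9 higher when adjusted over the list alone; median 0.093, and 0.68 over the 8 above background; adjusted p = 6.75e-05, and 0.192 with an estimated correlation). They were Gpnmb, Lgals3 and C1qc, at log2 fold changes of 1.57, 1.44 and 0.34, and Cd14, under a log2 signal of 7 in both groups.

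Of 14 immediate early genes, 5 were higher and none was lower (6 higher when adjusted over the list alone; median 0.085, and 0.73 over the 9 above background; adjusted p = 0.00678, and 0.231 with an estimated correlation). They were Egr1, Dusp1 and Jun, at 1.37, 0.97 and 0.73, and Fos and Atf3, at least 2.46-fold and 2.28-fold higher. Of 15 heat shock and unfolded protein response genes, 4 were higher and 1 was lower (8 and 1 when adjusted over the list alone; median 0.12; adjusted p = 0.0171, and 0.231 with an estimated correlation). They were the chaperones Hspb7, Hsph1, Bag3 and Hspa8, at 1.27, 0.74, 0.61 and 0.31, and Ddit3, at -1.09. Of 16 clock genes, 3 were higher and none was lower (6 higher when adjusted over the list alone; median 0.068; adjusted p = 0.0145, and 0.179 with an estimated correlation), namely Dbp, Per2 and Cry2, at 1.51, 0.76 and 0.49. Of 11 targets of STAT5, 3 were lower and none was higher, with the same counts when adjusted over the list alone (median -0.053, mean -0.32; adjusted p = 0.0398, and 0.192 with an estimated correlation), namely Cish, Socs2 and Igfals, at -1.93, -1.05 and -0.75. Of 12 genes of atrophy and growth, 3 were lower and 1 was higher (6 and 1 when adjusted over the list alone; median -0.29; adjusted p = 0.0171, and 0.183 with an estimated correlation). They were Smad3, the atrophy ubiquitin ligase Fbxo32 and the activin receptor Acvr2b, at -1.22, -1.13 and -0.44, and Nedd4l, at 0.76. Some of these calls depended on single arrays. The heat shock and STAT5 lists failed in at least 1 of the 6 fits that leave out 1 array, with an adjusted p of up to 0.055 and 0.0882, and so did Hspb7, Sox18, C1qc, Cd14, Chrng, Musk, Jun, Fos, Per2 and Fbxo32.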

How the results depend on the processing

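The filters on dim probes (signal filter, mean signal filter), the mean of bright probes and the trend without robust estimation were chosen after seeing the data. Alternatives that need the raw signals or detection p-values (limma's neqc, normexp, a median shift, cyclic loess, the detection filter alone or with the block) were not run. Prox1 has no value under the filters. Apart from the minimum log2 fold change of 0.5, which left 631 genes, the count at an adjusted p under 0.05 was 1246 to 2002, and 1147 to 1566 of the 1799 genes were called again, 1166 with the replicate block (the probe with the smallest p keeps all by construction). The count at 0.001 was 124 with the mean of all probes, 12 with the replicate block, 607 with trend and robust estimation, 499 with the trend alone, 428 with the signal filter, 425 with the mean signal filter, 457 with that filter and the trend, 398 with the mean of bright probes, and 35 to 95 when any 1 array was left out. Actn2 was at 0.52 with the mean of all probes, and at 0.54 to 0.76 over the fits that leave out 1 array. Cmya5 was at -0.33 by its probe with the smallest p, and at -0.05 to 0.02 without 1 array, above 0 without AAV8-Prox1 replicate 3. Myoz1 was at -0.70 with the block (adjusted p = 0.0668), and at -0.81 to -0.54 without 1 array. The slow and the fast fibre list had adjusted p values of 0.0953 with an estimated correlation. The result calcineurin/NFAT-induced genes, shift of the list, had 0.192 there, 0.624 in the opposite direction without slow fibre genes, 0.0528 with the signal filter, 0.0778 in the replicate block with the signal filter, and 0.0788 with the mean of bright probes. The inhibitor list had 0.762 to 0.955 without 1 array, and turned without AAV8-Prox1 replicate 2 (0.912). Of the 21 other lists, 15 passed, against 0 with an estimated correlation, 9 with the mean of bright probes and 11 to 16 without 1 array. Turns of direction among results that did not pass were Dll4, at 0.023 with the mean of all probes and 0.093 by the probe with the smallest p, Notch1, at -0.025 to 0.055 without 1 array, Nfatc1, at -0.16 to 0.03, the nerve list, with adjusted p values of 0.908 with the mean of all probes, 0.845 in the preranked test, 0.962 with the mean of bright probes and 0.398 to 0.993 without 1 array, and the list adipocyte, with 0.938 with the mean of all probes, 0.951 by the probe with the smallest p, 0.934 with the replicate block, 0.97 with a trend, 0.899 with fry and 0.858 to 0.952 without 1 array. The calcium handling list turned upward with fry (0.101) and in the preranked test (0.196). For the other results, 105 genes gave 1627 values, of which 1474 kept direction and side of the threshold, 131 no longer passed, 13 newly passed and 9 turned, and the 21 lists gave 394, with 307, 62, 11 and 14. With the replicate block, 14 of these 105 genes no longer passed and 91 kept direction and side of the threshold. Signal over background limits genes near a log2 signal of 7, where a change shows only as a lower bound. Fewer arrays, and fewer degrees of freedom with the block, were part of the construction of those fits; the cause of the other changes was not tested.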

Differences from the paper's values

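Of 73 log2 fold changes set beside the paper's, 57 had the paper's sign and lay within the replicate SD of its value, and 16 did not. For Cmya5 the paper's log2 fold change is -0.33 with an FDR of 0.007, and the values here are -0.023 and 0.912. The probe with the smallest p gave -0.33 and 0.0073. None of the other alternatives set before the data were examined came within the paper's values.

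For 11 of the genes, the paper's value in the Supplementary Dataset was reached by the mean of all probes: Ankrd1 with the paper's 2.65 against 3.34 here, Cd300lg with the paper's -0.58 against -0.75, Jph2 with the paper's -0.82 against -1.04, Myh1 with the paper's -0.91 against -1.36, Myom3 with the paper's 1.23 against 2.25, Myoz3 with the paper's -0.50 against -1.10, Ncam1 with the paper's 0.90 against 2.42, Ndufa8 with the paper's -0.58 against -0.50, Tmem53 with the paper's 1.03 against 2.26, Ddit3 with the paper's -0.77 against -1.09 and Gpihbp1 with the paper's -0.66 against -0.57. Reached means that the value had the paper's sign and lay within the replicate SD of it. For Myh1, Myoz3 and Ncam1 the mean of all probes was not equal to the paper's values per array. Ddit3 was also reached without AAV8-Prox1 replicate 1 or control replicate 2, and Gpihbp1 without AAV8-Prox1 replicate 2 or control replicate 1. For Fndc5 the paper's value is -1.35 against -1.48 here, reached by the probe with the smallest p and without AAV8-Prox1 replicate 1 or control replicate 2. The other alternatives set before the data were examined did not reach these values. For Atp2a2 the paper's value is 1.25 against 2.28 here, for Gpnmb 0.87 against 1.57 and for H1f4 -0.997 against 0.077, and no alternative set before the data were examined reached them. H1f4 was matched by a synonym, and the paper's values per array equal those of no probe with its symbol here, so it is in doubt whether the same probe is compared. The mean of bright probes, chosen after seeing the values, gave 1.25 for Atp2a2 and reached the paper's values of Ankrd1, Cd300lg, Ddit3, Fndc5, Gpihbp1, Jph2 and Ndufa8; at the paper's FDR of 0.001 it drops 145 of the 477 genes of the dataset that have a counterpart here.

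The Supplementary Dataset lists 507 genes at an FDR under 0.001, with 278 higher and 229 lower. The counts here at that threshold are 198, with 139 higher and 59 lower. Of the alternatives set before the data were examined, trend and robust estimation came within 1.5 times of each of these counts (607, with 360 higher and 247 lower), and it drops 77 of the 477 genes. Of its 607 genes, 207 are not among the 477. The others did not: 124 with the mean of all probes, 219 by the smallest p, 12 with the replicate block, 184 with a log2 fold change of at least 0.5 and 35 to 95 without 1 array. Settings chosen after seeing the values that came within 1.5 times were the signal filter with 428 genes (138 of the 477 dropped), the mean signal filter with 425 (140 dropped), that filter with a trend with 457 (125 dropped), the trend without robust estimation with 499 (144 dropped) and the mean of bright probes with 398 (145 dropped). Of the 507 entries, 477 were matched to a gene here. Of these, 468 passed an adjusted p of 0.05 here and 159 passed 0.001, and 476 had the paper's direction, all but H1f4, whose match is in doubt. Of the 9 that did not pass 0.05, 4 did by their probe with the smallest p. Across these genes the paper's log2 fold changes correlated with those here at 0.981, where genes are not independent replicates. Both sides come from the same arrays. Per array, the paper's values equal those of 1 probe here in 314 of the matched entries and the mean of the gene's probes in 93. The correlation and the shared directions are therefore no test of reproduction. Of the 198 genes here, 39 are not in the dataset.

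Of the inhibitors, the paper names Cmya5 and Myoz1 as examples of key genes. The list of 14 measured inhibitors used here is not the paper's, so its counts are not set against that sentence. Myoz1 and the second probe of Cmya5 were lower, as in the paper. The FDR values the paper gives for Myoz1 and Actn2, and their log2 fold changes, lie within 1.5 times and within the replicate SD, respectively, of those here.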

Other observations

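The test on Cmya5 was chosen before its result was seen, and the comparison of other splits of the arrays was planned as well.

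Of 19 measured fibroblast and matrix genes, 4 were higher and none was lower (7 higher when adjusted over the list alone; adjusted p = 0.000865 from camera, 0.231 with an estimated correlation, 0.0597 from fry). They were the small proteoglycans Bgn and Lum, at log2 fold changes of 0.97 and 0.81, and Ccn2 and Mgp, at 0.67 and 0.64. Of 15 genes of lymphatic vessels or known as Prox1 targets there, 4 were higher and none was lower (5 higher and 2 lower when adjusted over the list alone; adjusted p = 0.0512, and 0.192 with an estimated correlation). They were the cell cycle inhibitor Cdkn1c, at a log2 fold change of 1.18, Pdpn, at 0.81, Itga9, at 0.53, and Mrc1, which macrophages also express, at 0.44. Of these genes, Bgn, Lum, Mgp, Itga9 and Mrc1 each failed in at least 1 of the 6 fits that leave out 1 array, and the lymphatic list passed in some of them (adjusted p = 0.0414 to 0.103). Of 16 myogenic and satellite cell genes, 3 were higher and 1 was lower (3 and 2 when adjusted over the list alone; adjusted p = 0.444, and 0.486 with an estimated correlation). The higher genes were Ncam1, the myogenic factor Myf6, at 0.67, and Cd34, at least 1.05-fold higher and not past the threshold in at least 1 of those fits, and the lower gene was Myod1, at -0.82.

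Of 20 genes of calcium handling at the triad, 6 were lower and 2 were higher (8 and 2 when adjusted over the list alone). Its median was -0.09 and its mean 0.12, and camera pointed downward (adjusted p = 0.0295, and 0.192 with an estimated correlation) where fry pointed upward. Without 1 array, camera's adjusted p was 0.00994 to 0.0689. The higher genes were Sln and Atp2a2, and among the lower were Casq1, Stim1 and Jph2, which joins the triad's membranes, at -1.04. Of 26 genes of Notch signalling, 1 was higher and 2 were lower (2 and 5 when adjusted over the list alone; adjusted p = 0.189, and 0.486 with an estimated correlation). Notch4, which endothelial cells also express, was at a log2 fold change of -0.71 (adjusted p = 0.0233), Hey1 at -0.28 (adjusted p = 0.0284) and Numb, an inhibitor of Notch, at 0.47 (adjusted p = 0.00629). When 1 array was left out, Numb passed in all 6 fits, and Notch4 and Hey1 each failed in at least 1. Nrarp passed in at least 1. Nrarp was at -0.58 (adjusted p = 0.0683), and Notch1, Dll4 and Jag1 were at background. Myh8 had a log2 fold change of 0.15 (adjusted p = 0.839).

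Red blood cell genes were not called, with 0 of 5 higher or lower (adjusted p = 0.0226 downward from camera, 0.00102 to 0.0962 without 1 array, 0.356 with an estimated correlation, 0.125 from fry). The nerve list (7 measured genes, adjusted p = 0.863 from camera), the interferon list (11, adjusted p = 0.326) and the adipocyte list (8, all under a log2 signal of 7, adjusted p = 0.994) had no gene past the threshold of limma.

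The brightest Cmya5 probe lies above a log2 signal of 14, where fold changes may be compressed. Over 10 other genes with a probe above 14 and another of 8 to 13 that changed by at least 0.3, the median ratio of the bright probe's log2 fold change to the other's was 0.478 (95% bootstrap interval 0.141 to 0.648 over genes). The median lies under the limit of 0.5 that was set in advance for compression, but the interval spans it, so compression and a difference between transcripts cannot be told apart with so few genes.

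The 6 arrays can be split into 3 and 3 in 10 ways, too few for a share under 0.05. Every other split mixes arrays of both groups, so it carries part of the real difference and adds the rest to the spread within its groups. Where AAV8-Prox1 and control muscles differ at all, smaller results in the other splits are thus largely built in. The comparison is therefore no test against chance. The real split gave the largest result, so that 1 split was as large, for each of the following. It gave 1799 genes against at most 0 in the others, 198 against 0 at an adjusted p under 0.001, and 15 other lists against 6. The absolute mean log2 fold change was 1.36 against 0.59 for slow fibre genes, 0.48 against 0.23 for fast fibre genes, 0.71 against 0.30 for NFAT-induced genes and 0.061 against 0.060 for the inhibitors.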
